# *Hox*-dependent coordination of mouse cardiac progenitor cell patterning and differentiation

**DOI:** 10.7554/eLife.55124

**Published:** 2020-08-17

**Authors:** Sonia Stefanovic, Brigitte Laforest, Jean-Pierre Desvignes, Fabienne Lescroart, Laurent Argiro, Corinne Maurel-Zaffran, David Salgado, Elise Plaindoux, Christopher De Bono, Kristijan Pazur, Magali Théveniau-Ruissy, Christophe Béroud, Michel Puceat, Anthony Gavalas, Robert G Kelly, Stephane Zaffran

**Keywords:** heart development, SHF, progenitor cell, cardiac differentiation, congenital heart defect, Hox, Mouse

## Abstract

Perturbation of addition of second heart field (SHF) cardiac progenitor cells to the poles of the heart tube results in congenital heart defects (CHD). The transcriptional programs and upstream regulatory events operating in different subpopulations of the SHF remain unclear. Here, we profile the transcriptome and chromatin accessibility of anterior and posterior SHF sub-populations at genome-wide levels and demonstrate that Hoxb1 negatively regulates differentiation in the posterior SHF. Spatial mis-expression of *Hoxb1* in the anterior SHF results in hypoplastic right ventricle. Activation of *Hoxb1* in embryonic stem cells arrests cardiac differentiation, whereas *Hoxb1*-deficient mouse embryos display premature cardiac differentiation. Moreover, ectopic differentiation in the posterior SHF of embryos lacking both *Hoxb1* and its paralog *Hoxa1* results in atrioventricular septal defects. Our results show that Hoxb1 plays a key role in patterning cardiac progenitor cells that contribute to both cardiac poles and provide new insights into the pathogenesis of CHD.

## Introduction

Heart morphogenesis and patterning require precise temporal differentiation of distinct cardiac progenitor populations that arise from two early sources of mesoderm progenitors, the first heart field (FHF) and the second heart field (SHF) (Buckingham et al., 2005). The FHF originates from the anterior splanchnic mesoderm and forms the cardiac crescent. The SHF is a progenitor population originating in pharyngeal mesoderm that contributes to heart tube elongation through the progressive addition of cells from the dorsal pericardial wall to both poles of the forming heart. The SHF gives rise to right ventricular and outflow tract myocardium at the arterial pole, and to atrial myocardium including the dorsal mesenchymal protrusion (DMP) at the venous pole (Zaffran and Kelly, 2012). In the absence of SHF cell addition, impaired heart tube elongation and looping leads to early embryonic lethality, and perturbation of this process underlies a spectrum of common congenital heart defects (CHDs) (Prall et al., 2007; Cai et al., 2003). Lineage tracing analysis in mammals has revealed that the SHF is sub-divided into distinct anterior and posterior regions (aSHF and pSHF) (Domínguez et al., 2012; Lescroart et al., 2012; Vincent and Buckingham, 2010). Cardiac progenitors in the aSHF contribute to the right ventricular and outflow tract myocardium (Buckingham et al., 2005), whereas pSHF cells participate to the formation of the atrial and atrioventricular septation through development of the DMP that forms the muscular base of the primary atrial septum (Briggs et al., 2012). In addition, a sub-population of the pSHF has been shown to contribute to the inferior wall of the outflow tract which gives rise to the myocardium at the base of the pulmonary trunk (Bertrand et al., 2011).

A complex network of signaling inputs and transcriptional regulators is required to regulate SHF development (Rochais et al., 2009). Among these signaling molecules, retinoic acid (RA) has been shown to pattern the SHF (Stefanovic and Zaffran, 2017; Hochgreb et al., 2003). Specifically, RA signaling is required to define the limit between the anterior and posterior SHF, as indicated by the abnormal posterior expansion of the expression of aSHF markers genes, including *Fgf8*, *Fgf10*, and *Tbx1*, in *Raldh2*-mutant embryos (De Bono et al., 2018; Ryckebusch et al., 2008; Sirbu et al., 2008). *Hoxa1*, *Hoxa3* and *Hoxb1* are expressed in overlapping sub-populations of cardiac progenitor cells in the pSHF and downregulated prior to differentiation (Bertrand et al., 2011). *Hoxb1-* and *Hoxa1-*expressing progenitor cells located in the pSHF segregate to both cardiac poles, contributing to the inflow tract and the inferior wall of the outflow tract (Lescroart and Zaffran, 2018; Bertrand et al., 2011). In contrast, cardiac progenitors that contribute to the superior wall of the outflow tract and right ventricle do not express Hox transcription factors. *Hoxb1* is required for normal deployment of SHF cells during outflow tract development (Roux et al., 2015). TALE-superclass transcription factors (three-amino acid length extension) such as Pbx1-3 or Meis1-2, which are co-factors of anterior Hox proteins, are also expressed in cardiac progenitors, suggesting a wider role for HOX/TALE complexes during SHF development (Paige et al., 2012; Wamstad et al., 2012; Stankunas et al., 2008).

Identification of SHF-restricted regulatory elements has provided evidence that different transcriptional programs operate in distinct SHF sub-populations. Cells expressing *Cre* recombinase under the control of a SHF-restricted regulatory element from the *Mef2c* gene contribute widely to the outflow tract and right ventricle, as well as to a population of cells at the venous pole of the heart giving rise to the primary atrial septum and DMP (De Bono et al., 2018; Goddeeris et al., 2008; Verzi et al., 2005; Dodou et al., 2004). Although subdomains of the SHF prefigure and are essential to establish distinct structures within the mature heart, it is unclear how distinct sub-populations are defined. Here, we identify the genome-wide transcriptional profiles and chromatin accessibility maps of sub-populations of SHF cardiac progenitor cells using RNA- and ATAC-sequencing approaches on purified cells. Through gain and loss of function experiments we identify Hoxb1 as a key upstream player in SHF patterning and deployment. Mis-expression of *Hoxb1* in the Hox-free domain of the SHF results in aberrant cellular identity of progenitor cells and arrested cardiac differentiation, leading ultimately to cell death. The addition of progenitor cells from the pSHF to the venous pole is also impaired in *Hoxa1^-/-^; Hoxb1^-/-^* hearts, resulting in abnormal development of the DMP and consequent atrioventricular septal defects (AVSDs). Hoxb1 is thus a critical determinant of cardiac progenitor cell fate in vertebrates.

## Results

### Transcriptomic and epigenetic profiling of the SHF

To identify the transcriptional profiles of distinct cardiac progenitor populations, we made use of two transgenic mouse lines, *Hoxb1^GFP^* and *Mef2c-AHF-Cre* (*Mef2c-Cre*), that drive reporter gene expression in sub-domains of the SHF (Roux et al., 2015; Bertrand et al., 2011; Briggs et al., 2013; Verzi et al., 2005). At embryonic day (E) 9.5 (16 somites [s]), the GFP reporter of *Hoxb1^GFP^* embryos is detectable in the posterior region of the SHF (Figure 1A). Genetic lineage analysis of *Hoxb1*-expressing cells using the *Hoxb1^IRES-Cre^* mouse line showed that *Hoxb1* progenitors contribute to both atria, the DMP and the myocardium at the base of the pulmonary trunk at E11.5-E12.5 (Figure 1B,C). Genetic lineage analysis of *Mef2c-Cre*-labelled cells using *Mef2c-Cre;Rosa^tdT^* mouse line showed that Tomato-positive (Tomato+) cells are detected in the arterial pole of the heart and the DMP at E9.5-E10.5 (Figure 1D,E). At E12.5, the contribution of *Mef2-Cre*-expressing cells is observed in the great arteries (aorta and pulmonary trunk) and the right ventricle (Figure 1F), consistent with previous observations (De Bono et al., 2018; Goddeeris et al., 2008; Verzi et al., 2005). To further characterize the expression pattern of these two reporter lines we performed RNA-FISH (RNAscope fluorescent in situ hybridization). At E8.5–9, RNA-FISH showed that expression of *Osr1*, a gene expressed in pSHF progenitors (Zhou et al., 2015), largely overlapped with *Hoxb1* expression (Figure 1G and I), whereas *Mef2c-Cre* predominantly labeled a distinct progenitor cell population to *Osr1* (Figure 1G,H). Double whole-mount in situ hybridization identified a minor subset of cardiac progenitors co-labeled by *Hoxb1* and *Mef2c-Cre;Rosa^tdT^* (*Tomato*+), likely corresponding to progenitor cells giving rise the DMP at the venous pole and inferior outflow tract wall at the arterial pole (Figure 1I–K; Roux et al., 2015; Briggs et al., 2013; Bertrand et al., 2011; Verzi et al., 2005).

**Figure 1.**
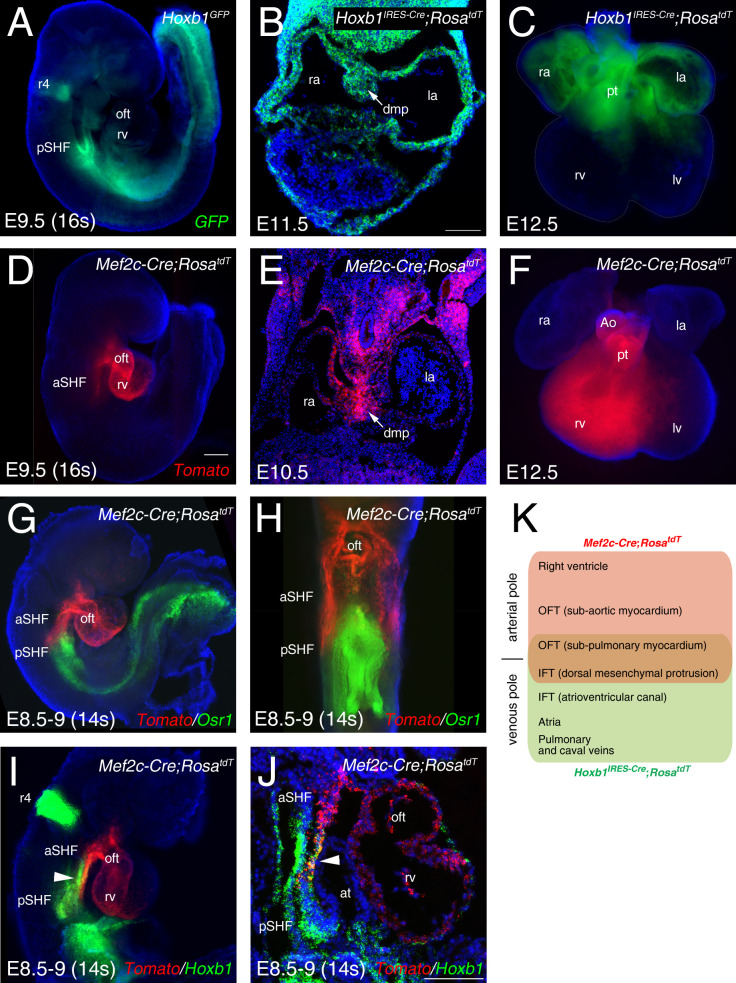
Characterization of two transgenic lines defining complementary domains of the SHF. (**A**) Whole-mount fluorescence microscopy of E9.5 (16 somites [s]) *Hoxb1^GFP^* embryos. (**B**) Transverse section at E11.5 heart showing *Hoxb1-Cre* genetic lineage contribution to atrial myocardium and the dorsal mesenchymal protrusion (DMP). (**C**) Ventral view of an E12.5 heart showing the *Hoxb1-Cre* (*Hoxb1^IRES-Cre^;Rosa^tdT^* - green) genetic lineage contributions to both atria and sub-pulmonary myocardium. (**D**) E9.5 (16s) *Mef2c-Cre;Rosa^tdT^* embryos showing the contribution of the *Mef2c-Cre* genetic lineage (*Tomato*, red) to the outflow tract and the right ventricle. (**E**) Transverse section at E10.5 showing the *Mef2c-Cre* genetic lineage contribution to the DMP. (**F**) Ventral view of an E12.5 heart showing the *Mef2c-Cre* genetic lineage contribution to the right ventricle and great arteries. (**G**) RNA-FISH showing the expression of *Osr1* (green) and the *Mef2c-Cre* labeled cells (*Tomato*; red). (**H**) Ventral view of the embryo shown in G. Distribution of *Osr1* is detected in the posterior domain of *Mef2c-Cre*. (**I,J**) RNA-FISH showing a small domain of overlap between *Hoxb1* (green) and *Mef2c-Cre* labeled cells (Tomato; red). (**K**) Cartoon summarizing the contribution of the *Hoxb1-Cre* (green) and *Mef2c-Cre* (red) lineages in the embryo at E9.5. Nuclei are stained with Hoechst. ao, aorta; at, atria; aSHF, anterior second heart field; ift, inflow tract; la, left atria; lv, left ventricle; oft, outflow tract; pt, pulmonary trunk; pSHF, posterior second heart field; r4, rhombomere 4; ra, right atria; rv, right ventricle; Scale bars represent 100 μm (**C, J**); 200 μm (**D**).

After micro-dissection and dissociation of the SHF region from *Hoxb1^GFP^* (GFP+) and *Mef2c-Cre;Rosa^tdT^* (Tomato+) embryos at E9.5 (16s; n = 3 each), GFP+ and Tomato+ cells were purified by flow cytometry-activated cell sorting (FACS) and subsequently used for RNA-seq (Figure 2A). FACS analysis showed that Tomato+ and GFP+ cells comprise, respectively, 33% and 23% of the total micro-dissected region (Figure 2B,D). The enrichment was validated by qPCR for a set of genes known to be specifically expressed in the pSHF (*Hoxa1, Hoxb1, Osr1, Tbx5* and *Aldh1a2*) (Figure 2C,E). Although the pSHF markers *Tbx5* and *Osr1* were not detected in the Tomato+ cells, *Hoxa1*, *Hoxb1* and *Aldh1a2* transcripts were amplified in cells from that micro-dissected region (Figure 2C). Detection of *Hoxb1* mRNAs in the Tomato+ cells confirms the co-labeling observed between *Hoxb1* and *Mef2c-Cre;Rosa^tdT^* (*Tomato*+) expression in a subset of cardiac progenitors that contribute to both poles of the heart tube (Figure 1I–K). Principal component analysis (PCA) and calculation of the Euclidean distance between the regularized log (rlog)-transformed data for each sample using DESeq2 demonstrated the strong similarity between biological replicates (Figure 2—figure supplement 1A,B). We identified 11,970 genes expressed in both cell types. 2,133 genes were transcribed specifically in the GFP+ population (Figure 2F and Figure 2—figure supplement 1C). Gene ontology (GO) enrichment analysis for the biological processes linked to these genes showed a significant enrichment of GO terms associated with ‘heart development’, ‘epithelium development’, ‘cardiac chamber morphogenesis’ and ‘cell adhesion’ (Figure 2G). Included in the ‘heart development’ list we identified several genes previously described as being expressed in the posterior region of the SHF (*e.g.*, *Tbx5*, *Osr1*, *Tbx18*, *Foxf1,* and *Wnt2*), as well as *Bmp4*, *Nr2f2*, *Sema3c*, *Gata4* (Figure 2H- and Figure 2—figure supplement 2; Supplementary file 1). RNA-FISH analysis validated the expression of *Bmp4* in the pSHF (Figure 2—figure supplement 2).

**Figure 2.**
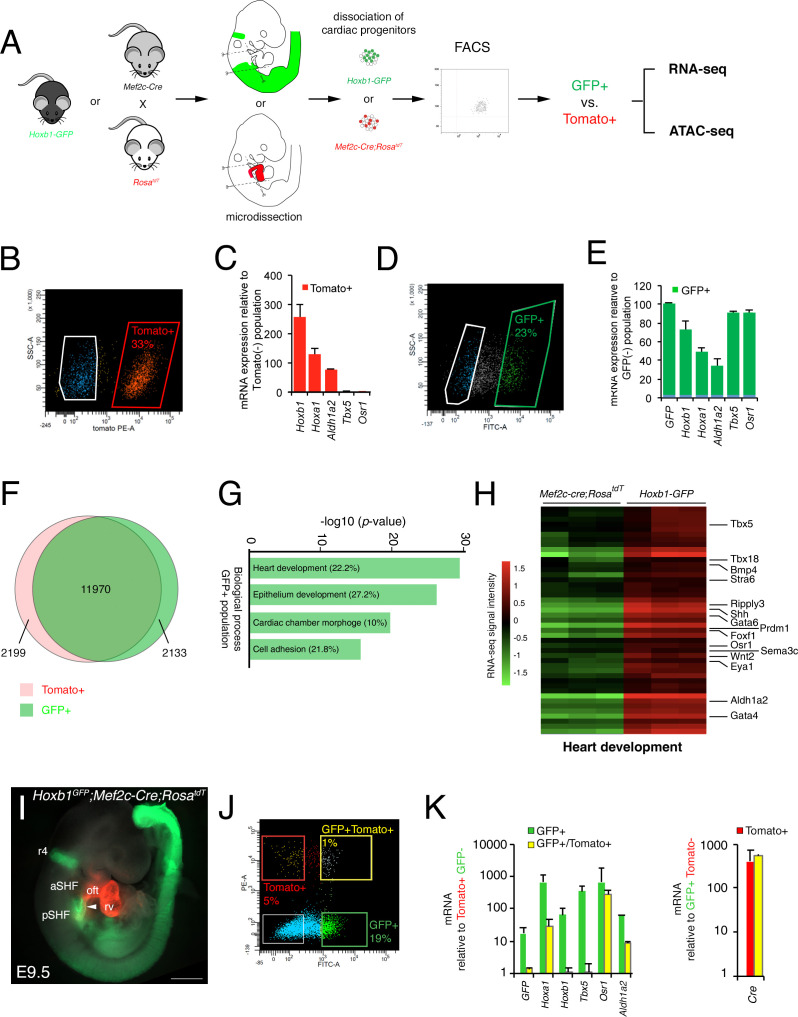
Molecular signature of the posterior SHF. (**A**) Scheme of the protocol utilized to characterize the molecular signature of the SHF on isolated *Mef2c-Cre;Rosa^tdT^* (Tomato) and *Hoxb1^GFP^* (GFP) positive cells. (**B,D**) FACS profile of E9.5 cardiac progenitor cells isolated from *Mef2c-Cre;Rosa^tdT^* and *Hoxb1^GFP^* embryos. (**C,E**) Expression of pSHF markers (*Hoxa1, Hoxb1, Osr1, Aldh1a2, Tbx5, GFP*) was analyzed by real-time qPCR. Data were normalized to *HPRT* and expressed as folds of increase over negative population. (**F**) Venn diagram showing transcripts differentially expressed in the GFP+ (green) compared to the Tomato+ (red) populations. (**G**) Gene ontology (GO) analysis of GFP+ progenitor cells performed with ClusterProfiler system showing enrichment of upregulated genes in the pSHF with ranked by -log_10_ (*p*-value). The percentage corresponds to the ‘BG ratio’ obtained in the GO analysis. (**H**) Example of the heatmap of ‘heart development’ GO term associated genes analyzed by RNA-seq (n = 3 from GFP+ cells, n = 3 from Tomato+ cells). (**I**) Whole-mount fluorescence microscopy of triple transgenic *Hoxb1^GFP^;Mef2c-Cre;Rosa^tdT^* embryos at stage E9.5. (**J**) FACS profile of E9.5 cardiac progenitor cells isolated from *Hoxb1^GFP^;Mef2c-Cre;Rosa^tdT^* embryos. (**K**) Expression of pSHF markers (*Hoxa1, Hoxb1, Osr1, Aldh1a2, Tbx5*), *GFP* and the *Cre* recombinase were analyzed with real-time qPCR. Data were normalized to *HPRT* and expressed as folds of increase over negative population. aSHF, anterior SHF; oft, outflow tract; pSHF, posterior SHF; rv, right ventricle. Scale bars: 500 μm.

**Figure 2—figure supplement 1.**
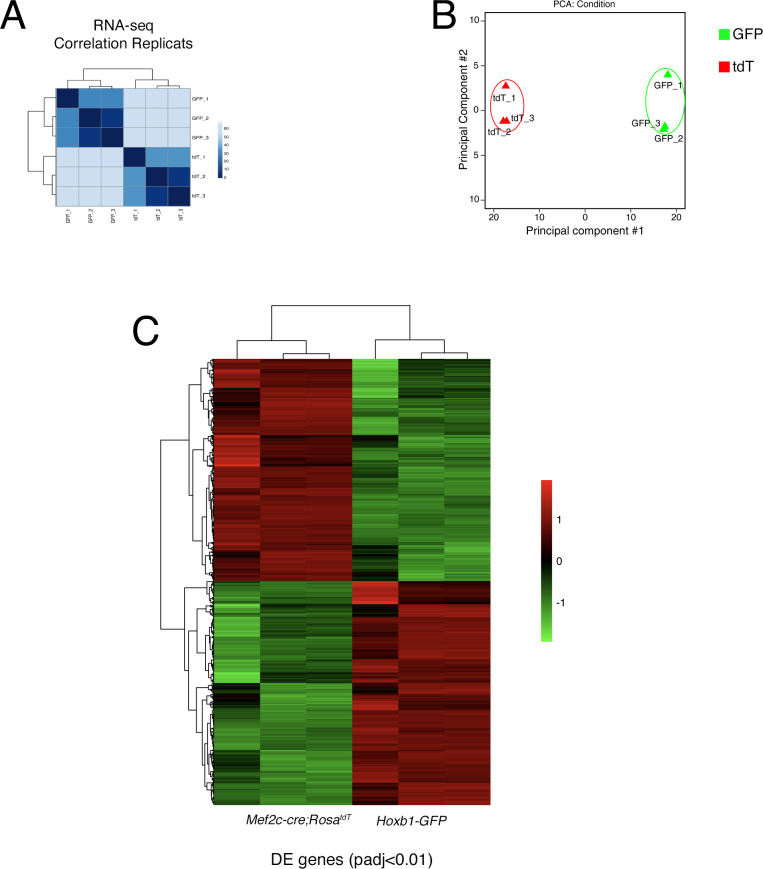
Quality assessment of RNA-seq data performed with purified cardiac progenitor cells. (**A**) Replicate correlation for RNA-seq datasets from GFP+ and Tomato+ progenitor cells. (**B**) Principal component analysis (PCA) of RNA-sequencing datasets from GFP+ and Tomato+ progenitor cells. (**C**) Unsupervised hierarchical clustering of all differentially expressed genes between GFP+ and Tomato+ progenitor cells.

**Figure 2—figure supplement 2.**
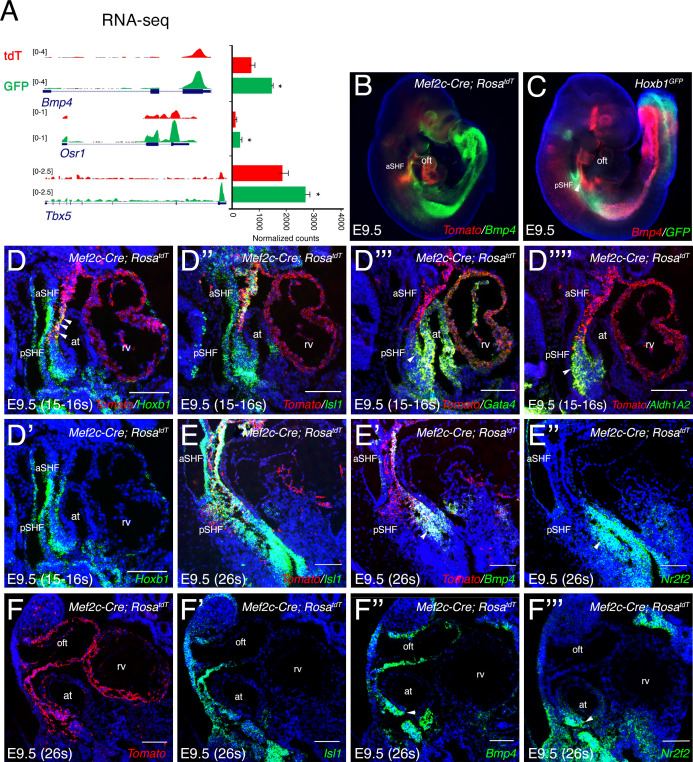
Spatial validation of marker gene expression in cardiac progenitor populations. (**A**) RNA-sequencing datasets visualized for the pSHF markers *Tbx5*, *Osr1* and *Bmp4.* (**B**) Whole-mount RNA-FISH analysis showing the distribution of *Bmp4* transcript (green) in cells overlapping with the posterior border of *Mef2c-Cre* lineage contribution (red). (**C**) *Bmp4* (red) is expressed in the pSHF overlapping with *Hoxb1-GFP* (green; arrowhead). (**D–F**) RNA-FISH analysis on serial sagittal sections of *Mef2c-Cre;Rosa^tdT^* embryos, showing expression of genes enriched in the GFP+ progenitor population (E and F are from the same embryo). *Hoxb1*, *Gata4*, *Aldh1a2* and *Nr2f2* mark the pSHF, whereas *Bmp4* expression is enriched in the pSHF compared to the aSHF. Scale bars: 100 μm.

Given the small overlap between *Hoxb1* and Tomato expression (Figure 1J), we generated triple transgenic *Hoxb1^GFP^;Mef2c-Cre;Rosa^tdT^* embryos at stage E9.5 (Figure 2I) and purified double positive (GFP+/Tomato+) and simple positive (GFP+ or Tomato+) cells. FACS analysis showed that the GFP+/Tomato+ gate comprised only 1% of the total micro-dissected region (Figure 2J). Interestingly, transcriptional analysis revealed that both *Hoxb1* and *GFP* transcripts were decreased in the GFP+/Tomato+ population compared to the GFP+ population. Conversely, *Cre* transcripts were equally expressed in both the Tomato+/GFP+ and Tomato+ populations suggesting that the *Mef2c-AHF* enhancer was still active in pSHF cells at this stage (De Bono et al., 2018; Rana et al., 2014; Briggs et al., 2012; Xie et al., 2012; Goddeeris et al., 2008).

To define accessible sites for transcriptional regulation in SHF sub-populations, we performed ATAC-seq (Buenrostro et al., 2015). We performed ATAC-seq on FACS-sorted Tomato+ and GFP+ cells from E9.5 (12–14 s) embryos. 

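GFP+ cells came from Hoxb1-GFP embryos, in which GFP marks *Hoxb1*-expressing progenitors of the posterior SHF, and Tomato+ cells came from *Mef2c-Cre;Rosa tdT* embryos, in which Cre activity marks progenitors that contribute mainly to the outflow tract and right ventricle. ATAC-seq uses a transposase that cuts accessible DNA and adds sequencing adapters to it, so that read ends pile up in open chromatin. The embryos were at E9.5, and the paper gives 12 to 14 somites in its results and 16 somites for the sorted samples in its methods. The methods state 10000 sorted cells per sample. There were 2 GFP+ libraries (replicates 3 and 4), 2 Tomato+ libraries (replicates 6 and 8), 2 libraries of GFP- cells (replicates 1 and 2) and 1 library of Tomato- cells (replicate 7). Replicate numbers are those of the sequencing adapters. The run name that the peak caller recorded for Tomato+ replicate 6 contains the letters YFP, while the sample labels place the library in the *Mef2c-Cre;Rosa tdT* line, and the labels were followed here.
The authors aligned paired-end reads with SNAP to GRCm38 and removed duplicates, improper pairs and blacklisted regions. They called peaks with MACS in each library separately, without pooling replicates. The only peak list with a header, that of Tomato+ replicate 6, names no control library. The authors deposited, for each peak, its position and summit, the pileup of tags, the fold enrichment over the local background, and -log10 p and q values. Between 187914 and 291287 peaks per library were deposited, all with p at most 0.01, and between 64306 and 77746 of them had q at most 0.01. The background rate that MACS used can be recovered from the pileup and fold enrichment, and it gives the number of tags behind each list. This number was 59435263 and 76766044 in GFP+ replicates 3 and 4, 52340120 and 64869438 in Tomato+ replicates 6 and 8, 76155637 and 68775066 in GFP- replicates 1 and 2, and 93074895 in Tomato- replicate 7. The read counts under each peak were not used here, so the comparisons rest on the presence, rank and position of peaks. Each sorted population had 2 libraries and came from its own mouse line, so population and line cannot be told apart, and no p-value is given for a difference between the populations themselves. Fold enrichments are the authors' values and are used only to describe or rank peaks within a list.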

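Peaks of both replicates were paired where they shared at least 1 bp, which gave 72422 pairs of GFP+ peaks and 67183 pairs of Tomato+ peaks. The irreproducible discovery rate (IDR), which asks how far the ranks of paired peaks are reproducible, was fitted to their -log10 p values. At an IDR below 0.1, the limit given in the methods, 32673 GFP+ pairs and 30617 Tomato+ pairs were retained. The fitted reproducible component held 47.8% of the GFP+ pairs and 50.9% of the Tomato+ pairs. The retained peaks of both populations were merged into 38008 regions.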

Samples were subjected to massively parallel sequencing and overlapping peaks from replicate samples were merged to identify high-confidence regions of open chromatin. 

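For pairs of libraries, the ranks of -log10 p were compared across the peaks with q at most 0.01 that both libraries shared. Spearman's rho was 0.822 between the GFP+ replicates, across 35800 shared peaks, and 0.776 between the Tomato+ replicates, across 33716. Between GFP+ and Tomato+ libraries it ranged from 0.762 to 0.805. The GFP+ replicates thus ranked their shared peaks more alike than any GFP+ and Tomato+ pair, whereas the value for the Tomato+ replicates lay within the range of the mixed pairs. Both pairs with the lowest values contained Tomato+ replicate 6. Tomato+ replicate 8 ranked shared peaks more like Tomato- replicate 7 (0.842) and GFP- replicate 1 (0.819) than like its own replicate. These correlations are across peaks, which are not independent replicates, and no test was run between the 4 libraries.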

The correlation heatmaps and PCA plot highlighted the differences in ATAC read concentrations between Tomato+ and GFP+ samples (Figure 3—figure supplement 1A,B). ATAC-seq peaks representing open chromatin were highly reproducible between biological replicates and showed a clear enrichment at putative regulatory elements (Figure 3—figure supplement 1C). 

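Among peaks with q at most 0.01, 52.3% (95% Wilson confidence interval 52.0-52.5) of those in the GFP+ replicates overlapped such a peak of the other replicate, and 52.4% (52.1-52.6) in the Tomato+ replicates. The intervals cover counting error only. For the 4 pairs of a GFP+ with a Tomato+ library the share ranged from 50.3% to 53.6%, so at this threshold both replicate pairs lay within the range of the mixed pairs, above 3 of the 4 and below the pair of GFP+ replicate 4 with Tomato+ replicate 8. The share depended most on the length of the list. It was 30.8% and 31.6% when all deposited peaks were used and 76.9% and 72.0% for the 30000 peaks with the smallest p in each library. With these strongest peaks the GFP+ replicates shared more than any mixed pair (71.3% to 75.6%), while the Tomato+ replicates lay within the mixed range. Tomato+ replicate 8 shared more of them with Tomato- replicate 7 (79.2%) than with Tomato+ replicate 6 (72.0%). Of the 23985 regions common to both populations, 46.4% (45.7-47.0) overlapped the interval from 1000 bp upstream to 100 bp downstream of an annotated TSS.

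**Figure D1:**
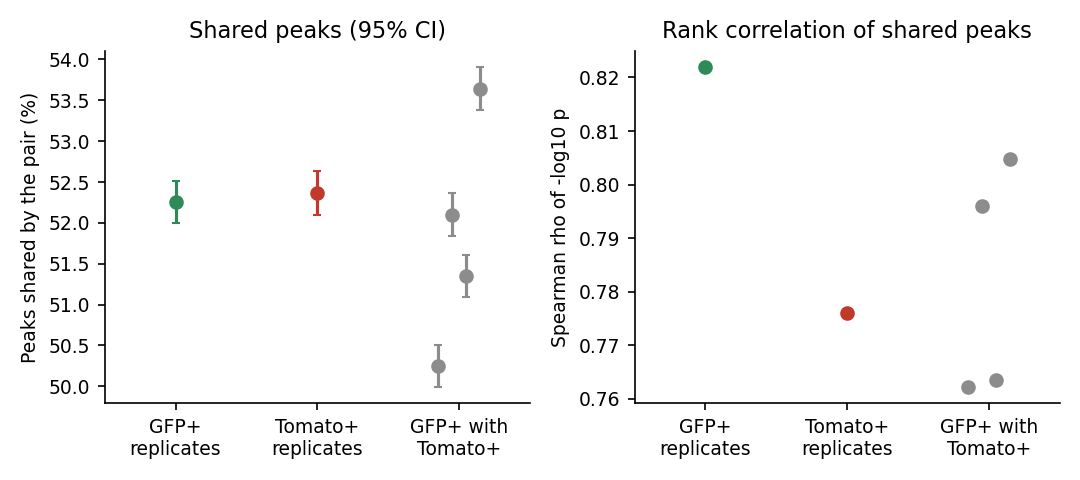
Pairs of GFP+ and Tomato+ libraries, with the share of peaks (q at most 0.01) that overlap on the left (bars, 95% Wilson confidence interval) and Spearman's rho of -log10 p across the shared peaks on the right. The shares of both replicate pairs lie between the lowest and the highest mixed pair, at 50.3% and 53.6%, and neither axis starts at 0.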

We performed a stringent analysis to identify quantitative differences in chromatin accessibility. By comparing the signal for each peak in Tomato+ and GFP+ populations, we identified 1285 peaks that were exclusively accessible in the GFP+ population (Figure 3A,B). 

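In the deposited peak lists, 8035 regions passed the IDR limit in the GFP+ and not in the Tomato+ population, and 780 of these contained no deposited Tomato+ peak at any threshold. With the 30000 strongest peaks of each library in place of the IDR limit, 4610 regions were found in the GFP+ population only. Leaving out a GFP+ library removes the replicate filter from that population, and q at most 0.01 then replaced the IDR limit in both populations. This gave 40316 (without replicate 3) and 41599 (without replicate 4), against 8842 with both replicates at that q limit. The paper's own list of GFP+ peaks (Supplementary file 2) holds 1284 positions. Of these, 1246 overlapped deposited peaks in both GFP+ libraries, 1001 (78.0%) overlapped a peak in at least 1 Tomato+ library, and 249 (19.4%) overlapped peaks in both GFP+ libraries and in neither Tomato+ library. With peaks of q at most 0.01 only, 799 listed positions overlapped a Tomato+ peak. The GFP- libraries, which the paper does not report on, had peaks at 1069 and 1124 of the listed positions.
On chromosome 1 there were 565 listed positions (44.0%, 95% Wilson confidence interval 41.3-46.7), against 10.9% of all GFP+ regions (two-sided exact binomial test, p = 3.1e-199). To see whether a position lies in repeated sequence, the copies in GRCm38 of the 31-mers within 50 bp of its centre were counted. The median number of copies was at least 2 for 521 of the 565 positions on chromosome 1 and for 258 of the 719 on other chromosomes. The remaining 505 positions lie in single-copy sequence, and 44 of them (8.71%) are on chromosome 1. This check was chosen after the list had been seen.

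**Figure D2:**
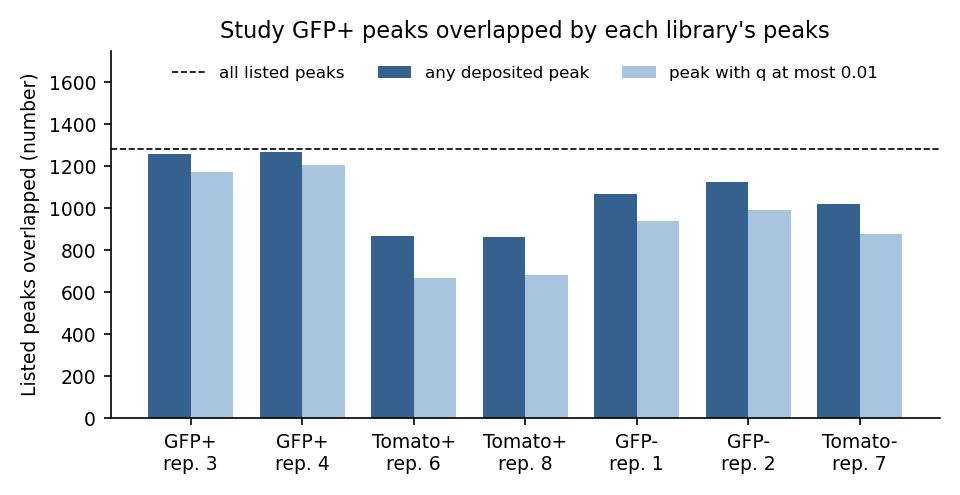
Number of the study's GFP+ positions that overlap a peak of each library, for any deposited peak (dark bars) and for peaks with q at most 0.01 (light bars); the dashed line marks all 1284 positions. Each Tomato+ library overlaps fewer of them than each GFP+ library, at 867 and 865 against 1258 and 1270.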

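Of the merged regions, 63.1% were common to the GFP+ and Tomato+ populations, 21.1% were found in the GFP+ population only and 15.8% in the Tomato+ population only, with 5988 regions in the last group. The common share was between 62.7% and 69.4% in the settings that kept both replicates. It was between 37.8% and 43.1% when any 1 library was left out, with q at most 0.01 in place of the IDR limit. At that q limit with both replicates it was 62.7%. The population left with a single list has no replicate filter. In 589 regions of the Tomato+ population, neither GFP+ library had a deposited peak. The shares follow from retaining peaks within each population, and the test on read counts that the paper's methods describe was not repeated.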

Approximately 94% of peaks found in both the GFP+ and Tomato+ populations, while 3.5% of the peaks were exclusively present in the GFP+ population (Figure 3B). We then asked whether DNA regions differentially accessible between the Tomato+ and GFP+ populations were selectively associated with genes specifically expressed in the pSHF that were identified from our RNA-seq analysis. In order to assess differential chromatin accessibility at each consensus peaks we used an affinity analysis as a quantitative approach (Figure 3C; see Materials and methods). Quantitative analysis confirmed the number of peaks identified by the qualitative approach for each GFP+ or Tomato+ population. In addition, quantitative differences in peak signals were observed between the Tomato+ and GFP+ populations (Figure 3—figure supplement 1D). 

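At the genes named in Figure 3-figure supplement 1D, peaks were looked up between 1000 bp upstream and 100 bp downstream of each annotated TSS. All 7 libraries had a peak with q at most 0.01 at the promoters of *Dkk2*, *Bmp2*, *Jag1*, *Ripply2* and *Isl1*. By fold enrichment, both GFP+ libraries ranked above both Tomato+ libraries at *Isl1* and *Jag1*. The *Isl1* promoter peak (chromosome 13, TSS at 116309688) lay in the top 2.03% and 4.61% of the GFP+ lists and in the top 12.6% and 5.65% of the Tomato+ lists. *Jag1* lay in the top 3.97% and 7.55% against 12.5% and 10.7%. At both promoters each sort-negative library also ranked above both Tomato+ libraries, so this order was not particular to GFP+ cells. The GFP- and Tomato- ranks were 3.14%, 2.87% and 5.04% at *Isl1* and 6.90%, 7.77% and 7.77% at *Jag1*. The *Dkk2* peak lay in the top 7.58% and 7.49% against 7.63% and 8.56%, but these percents depend on the lengths of the lists, and its positions from the top (22091 and 15633 in GFP+, 18918 and 17743 in Tomato+) overlapped. At *Bmp2* (15.8% and 9.88% against 11.0% and 20.9%) and *Ripply2* (4.78% and 10.9% against 4.52% and 8.13%) the ranks of the populations overlapped. With 2 libraries against 2, no test was run on the ranks at any of these promoters. *Wnt11* has 2 annotated TSSs on chromosome 7. At the upstream one (window 98834112-98835212) both GFP+ libraries had a peak with q at most 0.01 and neither Tomato+ library had a peak. At the downstream one (window 98837845-98838945) all 7 libraries had a peak, with q above 0.01 only in GFP+ replicate 3. At *Sox17* Tomato+ replicate 8 had a peak with q at most 0.01, and neither GFP+ library nor Tomato+ replicate 6 had a peak. No library had a peak at the *Fgfr2* or *Myf6* promoters.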

We next asked if global differences between the accessible chromatin landscapes of the Tomato+ and GFP+ populations correlated with changes in gene expression. Thus, we mapped individual ATAC-seq peaks in the Tomato+ and GFP+ populations based on their distance to the nearest transcription start site (TSS) and examined the expression of the corresponding genes (Figure 3D,E). Changes in chromatin accessibility did not correlate precisely with changes in gene expression and several peaks near differentially expressed genes were not differentially accessible. Such decoupling between enhancer accessibility and activity has been observed in other developmental contexts, including early cardiogenesis (Racioppi et al., 2019; Paige et al., 2012; Wamstad et al., 2012). However, we found 53 (Tomato+ population) and 65 (GFP+ population) peaks correlating with changes in gene expression (Figure 3E). Interestingly, we observed an over-representation of TSS in the ‘GFP+’ peaks compared to the ‘Tomato+’ peaks suggesting that genes with open promoters are preferentially activated in the pSHF (Figure 3—figure supplement 1E). 

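Promoter overlap was counted with the same interval around 30213 annotated TSSs of curated RefSeq transcripts. It was found for 1201 of the GFP+ only regions (14.9%, 95% Wilson confidence interval 14.2-15.7) and for 566 of the Tomato+ only regions (9.45%, 8.74-10.2), an odds ratio of 1.68 (two-sided Fisher's exact test, p = 1.0e-22). Regions are not independent replicates, and the test compares these libraries. The odds ratio was between 1.42 and 2.15 across the alternatives that kept both replicates. It fell to 0.862 without GFP+ replicate 3 and to 0.576 without GFP+ replicate 4, where the GFP+ regions come from a single list. These settings used q at most 0.01, where the odds ratio with both replicates was 1.42. From the over-representation of TSSs, the paper proposes that genes with open promoters are preferentially activated in the pSHF.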

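The paper's list holds a GFP+ peak near each of *Hoxb1*, *Aldh1a2* and *Sema3c*. The *Hoxb1* peak (GRCm38, chromosome 11, 96363925-96364230) is intergenic, with its centre at -1681 bp from the TSS. It overlapped a peak in both GFP+ libraries, in the top 26.0% and 12.9% of their lists by fold enrichment, and in both Tomato+ libraries, in the top 77.4% and 62.9%, and in GFP- replicate 2, in the top 66.5%. Only in GFP+ replicate 4 did the overlapping peak have q at most 0.01. These peaks did not all lie at the same position. The GFP+ replicate 4 peak started at 96364089, after the Tomato+ peaks had ended (96364062 and 96364068). The GFP+ replicate 3 peak (96363930-96364216) overlapped each of them. The *Aldh1a2* peak (chromosome 9, 71230179-71230309) lies in intron 1, 14455 bp downstream of the TSS. It overlapped a peak in both GFP+ libraries, with q at most 0.01 in replicate 4 but not in replicate 3, and in none of the other 5 libraries. The *Sema3c* peak (chromosome 5, 17574407-17575090) covers the TSS and overlapped a peak with q at most 0.01 in all 7 libraries. Sequences within 200 bp of each centre were searched for consensus strings. A TEAD consensus, TGGAATG, was found at the *Hoxb1* peak (96363966-96363972, plus strand) and beside the *Aldh1a2* peak (71230336-71230342, minus strand). No match to the HOX, PBX, MEIS, NKX or GATA consensus was found at either, and none to any of the 6 consensus strings at *Sema3c*.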

Among the 65 peaks specific to the GFP+ population we found *Hoxb1*, *Aldh1a2* and *Sema3c*, loci, which showed open chromatin regions concentrated in the promoter and regulatory regions occupied by several transcription factors (Figure 3D–F; 3H). ATAC-seq data for the GFP+ population thus revealed a high read count around the promoter regions of genes enriched in the pSHF, including *Hoxb1*, *Aldh1a2, Osr1* and *Sema3c* (Figure 3F–H). Similarly, the pSHF enhancer previously identified at the *Foxf1a* locus (Hoffmann et al., 2014) exhibited enrichment of ATAC-seq reads in GFP+ population (Figure 3—figure supplement 1F; Supplementary file 2). In contrast, the established *Mef2c* anterior heart field enhancer (*Mef2c-F6;* 285 bp) (Dodou et al., 2004) was marked by open chromatin in the Tomato+ population, but not the GFP+ population (Figure 3—figure supplement 1F), confirming that ATAC-seq predominantly marks active promoters and enhancers in prominent compartment-specific patterns. 

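Promoter peaks were ranked by the authors' fold enrichment within each library's list. At *Sema3c* the peak was in the top 0.713% and 0.617% of the GFP+ lists, and in the top 4.80% and 0.730% of the Tomato+ lists. These percents depend on the lengths of the lists. By position from the top, Tomato+ replicate 8 (1513) lay between GFP+ replicates 3 and 4 (2078 and 1289), and Tomato+ replicate 6 (11893) lay below both. The spread between the Tomato+ replicates was thus larger than the distance of replicate 8 from the GFP+ libraries. At *Aldh1a2* (chromosome 9, window 71214789-71215889) the peak was in the top 6.65% and 9.99% in GFP+ and 15.8% and 16.2% in Tomato+. Both GFP+ libraries ranked above both Tomato+ libraries there. Each sort-negative library did so too (13.8% and 9.54% in GFP-, 11.2% in Tomato-), so this order was not particular to GFP+ cells. At *Osr1* (chromosome 12, window 9573442-9574542) the ranks were 11.9% and 30.3% in GFP+ and 58.6% and 16.3% in Tomato+. At *Hoxb1* (chromosome 11, window 96364758-96365858) they were 12.4% and 41.9% in GFP+ and 79.0% and 20.0% in Tomato+. At *Osr1* and *Hoxb1* the ranks of the populations overlapped, and the peak of Tomato+ replicate 6 had q above 0.01. The GFP- libraries had promoter peaks at all of these genes, except for *Osr1* in GFP- replicate 1.

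**Figure D3:**
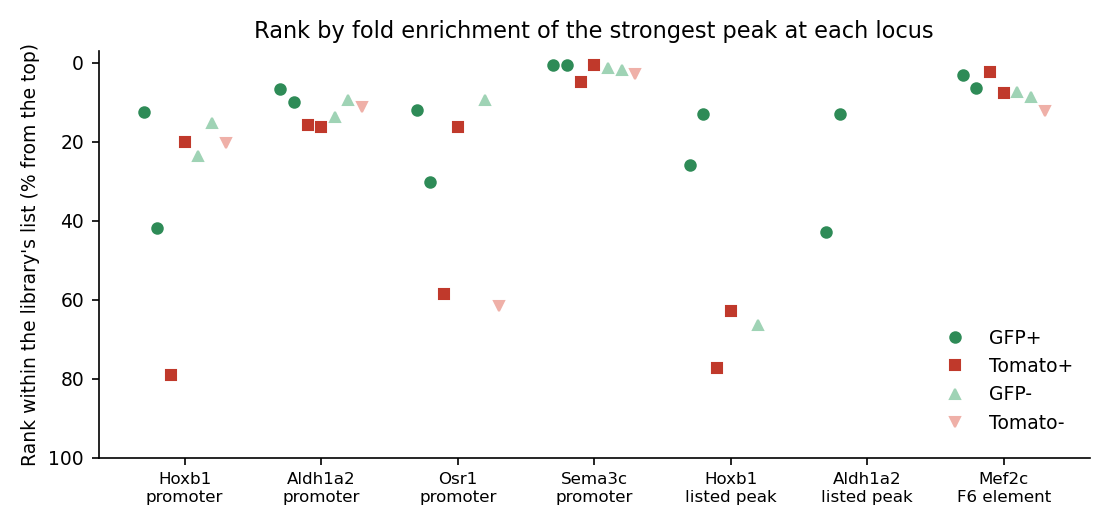
Rank of the strongest peak at each locus within its own library's list, as a percent from the top by fold enrichment (top of the axis, strongest); a missing symbol means that the library has no peak there. *Sema3c* ranks within the top 4.80% in all 7 libraries, and the *Aldh1a2* peak of the study's list appears in the GFP+ libraries only.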

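The shaded interval at *Foxf1a* in Figure 3-figure supplement 1F was placed by eye in the intergenic sequence upstream of *Foxf1* on chromosome 8, and its ends are uncertain. Neither GFP+ library had a deposited peak in it, but a GFP+ replicate 4 peak with q above 0.01 starts at 120993940, just outside the placed interval and within the uncertainty of the placement. Tomato+ replicate 6 had a peak with q at most 0.01, and GFP- replicate 1 and Tomato- replicate 7 had peaks with larger q. Over the whole stretch drawn in the figure, which was chosen after seeing these values, GFP+ replicate 4 and Tomato+ replicate 8 also had a peak, in the top 57.5% and 61.2% of their lists, both with q above 0.01. At the *Foxf1* promoter (chromosome 8, window 121083386-121084486) both GFP+ and both Tomato+ libraries had a peak with q at most 0.01, in the top 25.7% and 57.5% of the GFP+ lists and the top 10.7% and 16.8% of the Tomato+ lists.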

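*Mef2c* lies on chromosome 13 of GRCm38 from 83504017 to 83667079. The F6 element, placed by eye from the figure, is in intron 2 and within the promoter window of an annotated internal TSS (83522656-83524843). All 7 libraries had a peak with q at most 0.01 over it. By fold enrichment it ranked in the top 3.25% and 6.46% of the GFP+ lists and in the top 2.28% and 7.72% of the Tomato+ lists, so the ranks of the populations overlapped. The peak ended at 83524013 and 83524023 in the GFP+ libraries and at 83524489 and 83524542 in the Tomato+ libraries. The background around it, as MACS estimated it over 10000 bp, had a median over the neighbouring peaks of 6.86 times the genome background in Tomato+ replicate 6 and 3.04 times in Tomato+ replicate 8, against 1.21 and 1.20 times in GFP+ replicates 3 and 4, and a higher local background lowers the fold enrichment of a peak.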

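Around the *Mef2c*-F6 element, deposited peaks extended from 83518255 to 83524489 on chromosome 13 in Tomato+ replicate 6 and from 83517953 to 83524542 in Tomato+ replicate 8, with 5 peaks in each library. Over the same stretch GFP+ replicate 3 had 3 peaks between 83517963 and 83524928 and replicate 4 had 4 peaks between 83517815 and 83524940. The GFP- libraries had 5 and 6 peaks and the Tomato- library had 4, so the number of peaks did not separate the sorted populations from the other cells. In the left box of Figure 3-figure supplement 1F, upstream of F6 in intron 2 and placed by eye, none of the 7 libraries had a deposited peak.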

Among the ATAC-seq peaks we observed a high read density within an intron of the *Mef2c* gene, approximately 2.5 kb or 4 kb upstream of the previously described *Mef2c*-AHF enhancers (Dodou et al., 2004; von Both et al., 2004).

**Figure 3.**
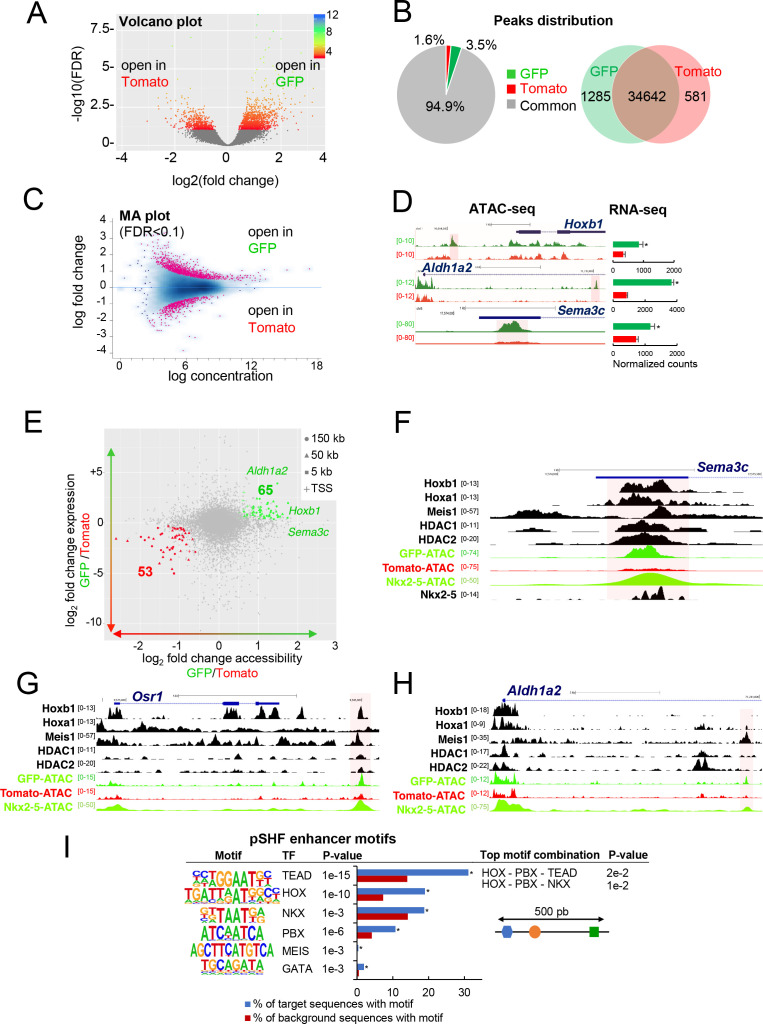
Differential chromatin accessibility in GFP+ and Tomato+ cardiac progenitor cells. (**A**) Volcano plot of ATAC-seq performed from GFP+ and Tomato+ cardiac progenitors. (**B**) Pie chart showing the distribution of the ATAC-seq peaks in the two populations. Venn diagram showing overlap of the ATAC-seq peaks in the two populations. (**C**) MA plot of ATAC-seq peaks in GFP+ *versus* Tomato+ cells. (**D**) Open chromatin profiles correlate with transcriptional expression. Browser views of *Hoxb1*, *Aldh1a2* and *Sema3c* loci with ATAC-seq profiles of GFP+ pSHF progenitor cells (green) and Tomato+ *Mef2c-Cre* labeled cells (red). Data represent merged technical and biological replicates for each cell type. The *y*-axis scales range from 0 to 80 in normalized arbitrary units. The tracks represent ATAC-seq, whereas the bar graphs represent RNA-seq. Boxed regions show cell-type-specific peaks around *Aldh1a2, Osr1, and Sema3C* gene loci. (**E**) Change in accessibility versus change in gene expression in GFP+ and Tomato+ cells. For each ATAC-seq peak, the log of the ratio of normalized ATAC-seq reads (GFP/Tomato) is plotted on the x-axis, and the log of the ratio normalized RNA-seq reads corresponding to the nearest gene is plotted in the y-axis. Peaks that are both significantly differentially accessible (FDR < 0.1) and significantly differentially expressed (FDR < 0.1) are colored green (more open in GFP+ cells, higher expression in GFP+ cells; 65 peaks) or red (more open in Tomato population, higher expression in Tomato; 53 peaks). (**F–H**) Browser views of *Sema3c* (**F**), *Osr1* (**G**) and *Aldh1a2* (**H**) gene loci with ATAC-seq profiles of GFP+ pSHF progenitor cells (green) and Tomato+ *Mef2c-Cre* labeled cells (red). Open chromatin profiles correlate with transcription factor binding at putative enhancers specific for cardiac progenitor cells. (**I**) pSHF enhancers were enriched in DNA binding motifs for HOX and known cardiac transcription factors such as PBX and MEIS. HOX recognition motifs were strongly enriched in a known motif search in pSHF enhancers. Other enriched matrices match binding sites of known cardiac regulators. HOX binding motifs are highly enriched at genomic regions bound by cardiac transcription factors. *p*-values were obtained using HOMER (Heinz et al., 2010). Combinations of 3 sequence motifs contained within 500 bp are shown.

**Figure 3—figure supplement 1.**
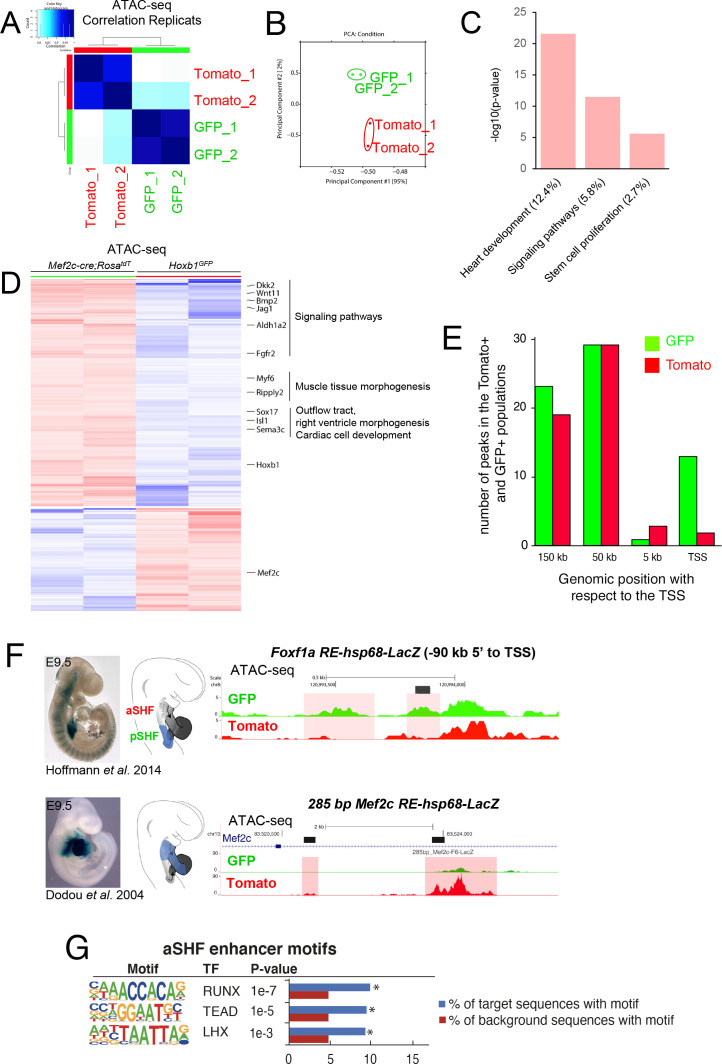
Quality assessment of ATAC-seq data performed with purified cardiac progenitor cells. (**A**) Replicate correlation for ATAC-seq datasets from GFP+ and Tomato+ progenitor cells. (**B**) Principal component analysis (PCA) of ATAC-sequencing datasets from GFP+ and Tomato+ progenitor cells. (**C**) The Gene Ontology (GO) analysis results for the gene loci harboring peaks strictly present in the GFP+ population. (**D**) Heat maps show the ATAC-seq enrichment (±150 kb region upstream from the annotated TSS). (**E**) Histograms showing the number of ATAC-seq peaks in the two populations regarding their genomic position with respect to the TSS. (**F**) ATAC-sequencing on SHF cells identifies previously established SHF REs for *Foxf1a* (top) and *Mef2c* (bottom). (**G**) aSHF enhancers are enriched in DNA binding motifs for RUNX and TEAD transcription factors. *p*-values were obtained using HOMER (Heinz et al., 2010).

Together this analysis indicates that our dataset can be used to identify regulatory elements in distinct SHF sub-populations. ATAC-seq in GFP+ cells identified several pSHF-specific peaks indicating that these regions may function as enhancers (Figure 3F–H). 

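The strictly exclusive GFP+ regions with the highest fold enrichment, taking the lower replicate, were on chromosome 1 at 32141688-32141817 (intergenic, at -30970 bp from the TSS of *Khdrbs2*, fold enrichments 7.23 and 7.01 in replicates 3 and 4), on chromosome 5 at 99643283-99643468 (intron 1 of *A930011G23Rik*, 6.33 and 6.02) and on chromosome 1 at 37778068-37778322 (intron 15 of *Tsga10*, 6.19 and 5.90). All 3 lie in repeated sequence, with a median of 6066, 19.5 and 1488 copies of their 31-mers in the genome. The corresponding Tomato+ regions, on chromosomes 2, 13 and 16, have 3170, 3.5 and 356 copies.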

We then used HOMER to identify enriched putative transcription factor motifs in the open chromatin regions of the GFP+ and Tomato+ populations (Figure 3I; Figure 3—figure supplement 1G). 

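To compare motifs, sequences within 200 bp of the summit were scanned on both strands for consensus strings read from the logos of Figure 3I and Figure 3-figure supplement 1G. Population-only regions were set against common regions with the same GC content (53.8% in both for the GFP+ population), with one-sided Fisher's exact tests adjusted by the Benjamini-Hochberg method over 9 motif tests. Sequences are not independent replicates. The HOX consensus TGATTRAT (R, A or G) was found in 204 of 8035 GFP+ only sequences (2.54%) and in 115 of 8035 background sequences (1.43%), an odds ratio of 1.79 (Fisher's exact test, adjusted p = 8.3e-07). In the paper's list of GFP+ peaks it was found in 4.21% of sequences against 1.69% (odds ratio 2.56, adjusted p = 1.6e-06, Fisher's exact test), and in the listed positions of single-copy sequence in 5.35% against 1.25%. The background of the single-copy positions was not itself restricted to single-copy sequence. The odds ratio was 4.45 in these single-copy positions, an alternative added after seeing the data, and 1.26 without Tomato+ replicate 8. These were the highest and lowest values of the alternatives run. With both replicates at the limit used without a library, q at most 0.01, it was 1.635.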

One of the most highly enriched motif in open chromatin regions of the GFP+ population was the consensus HOX motif (Figure 3I; Fan et al., 2012). 

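The PBX consensus ATCWATCA (W, A or T) occurred in 2.51% of GFP+ only sequences and in 1.38% of the GC-matched common sequences, an odds ratio of 1.84 (one-sided Fisher's exact test, adjusted p = 5.2e-07). The HOX and PBX results are not independent, since both strings include TGATTGAT on one strand or the other, found in 130 GFP+ only and 66 background sequences (odds ratio 1.99). In tests added after seeing the data, without adjustment, the string that only the HOX consensus includes, TGATTAAT, had an odds ratio of 1.56 (Fisher's exact test, p = 0.00960) and that of PBX, ATCTATCA, 1.62 (Fisher's exact test, p = 0.00548). The MEIS core CATGTCA occurred in 3.73% against 3.35%, a difference within the counting error (odds ratio 1.12, Fisher's exact test, adjusted p = 0.115). MEIS passed the 0.05 limit against all common regions without GC matching (odds ratio 1.63), within 100 bp of the summit (1.36), with equal list lengths (1.29) and in the paper's list (1.58), but in none of the other alternatives that kept both replicates, and the odds ratio was 0.904 in the listed positions of single-copy sequence.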

Other significantly enriched motifs include putative binding sites for PBX and MEIS proteins (Figure 3I), TALE-class transcription factors interacting with HOX proteins (Lescroart and Zaffran, 2018; Ladam and Sagerström, 2014). Members of the PBX and MEIS families have been previously identified as cofactors of Hoxb1 in mammalian cell lines and embryonic tissues, indicating a high level of functional conservation (Roux and Zaffran, 2016; Ladam and Sagerström, 2014; Mann et al., 2009). In addition, we found overrepresentation of motifs for GATA and TEA domain (TEAD) family transcription factors as well as for the NKX2-5 homeodomain. 

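The TEAD core WGGAATG was found in 13.9% of GFP+ only sequences against 11.1% of the background (odds ratio 1.29, adjusted p = 5.2e-07, one-sided Fisher's exact test). For the NKX consensus TTAATGR the shares were 6.56% and 5.07% (odds ratio 1.32, adjusted p = 6.6e-05, Fisher's exact test) and for the GATA core AGATAA 12.9% and 11.2% (odds ratio 1.17, adjusted p = 0.000896, Fisher's exact test). Among the settings that kept both replicates, GATA no longer passed the 0.05 limit with equal list lengths (odds ratio 1.05), at q at most 0.0001 in both replicates (1.13) or in the listed positions of single-copy sequence (1.31). Its odds ratio was 1.09 without Tomato+ replicate 8, against 1.256 with both replicates at the same limit, q at most 0.01.

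**Figure D4:**
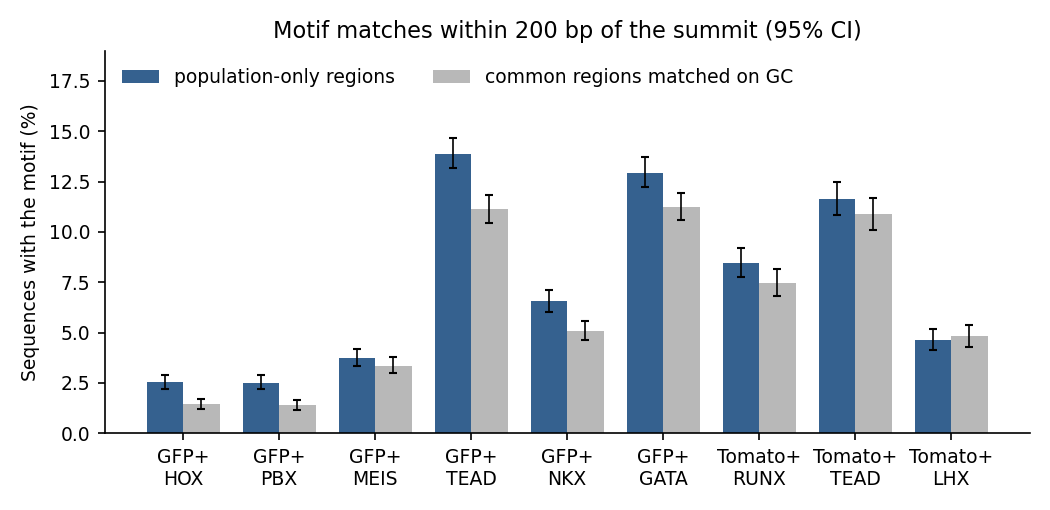
Share of sequences with at least 1 match to each motif within 200 bp of the summit, in population-only regions and in GC-matched common regions (bars, with 95% Wilson confidence intervals). The intervals of HOX, PBX, TEAD, NKX and GATA in GFP+ only regions lie above those of the background, and the intervals of MEIS and of all 3 motifs in Tomato+ only regions overlap them.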

Because transcription factors function in a combinatorial manner, we identified combinations of multiple motifs that were most enriched at pSHF candidate enhancers relative to non-pSHF enhancers (Figure 3I). 

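Combinations of 3 motifs in the same sequence were chosen after seeing the data. HOX, PBX and TEAD matches were found together in 31 of 8035 GFP+ only sequences, against 11 of 8035 GC-matched common sequences (odds ratio 2.83, one-sided Fisher's exact test, p = 0.00143). Against 45 of 20000 random genome sequences the odds ratio was 1.72 (Fisher's exact test, p = 0.0154). HOX, PBX and NKX matches were found in 15, against 8 common (odds ratio 1.88, Fisher's exact test, p = 0.105) and 56 random sequences (0.666). These tests were not adjusted. The HOX and PBX consensus share the string TGATTGAT, so that the same 8 bp can count as both. When a HOX and a PBX match had to share no base, HOX, PBX and TEAD were found together in 0 GFP+ only sequences, 0 of 8035 GC-matched common sequences and 6 of 20000 random genome sequences of 400 bp, and HOX, PBX and NKX in 2, 0 and 6. HOX and PBX were found together in 131 GFP+ only, 67 GC-matched common and 328 random genome sequences. With matches that share no base the numbers were 9, 4 and 36. For the combinations of 3 motifs, the counts with no shared base are too small to show an excess or its absence. With all matches, HOX, PBX and TEAD exceeded both backgrounds, but the shared string leaves open whether HOX and PBX sites are separate.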

Our computational analysis showed that the most enriched combinations contained HOX motifs adjacent to TALE transcription factor recognition sequences. Consistent with these observations, chromatin immunoprecipitation (ChIP)-sequence data for the cofactors of HOX proteins (Meis1, Nkx2-5, HDACs) revealed that these factors bind putative regulatory elements marked by open chromatin in the GFP+ but not in the Tomato+ population (Figure 3F–H). In open chromatin regions of the Tomato+ population we observed enrichment of motifs for RUNX, LHX and TEAD transcription factors (Figure 3—figure supplement 1G). However, we did not identify combinations of multiple motifs that were enriched in these regions relative to non-specific enhancers.

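In Tomato+ only sequences the RUNX core AACCACA was found in 8.45% against 7.45% of GC-matched common sequences (odds ratio 1.15, adjusted p = 0.0349, one-sided Fisher's exact test). The call held in no other setting that kept both replicates and the GC matching. The odds ratio was below 1 at an IDR below 0.05 (0.964), with equal list lengths (0.995) and within 100 bp of the summit (0.930). Without Tomato+ replicate 6 or 8 it was 0.979 and 0.986, with GC content not fully matched. With both replicates at the limit used there, q at most 0.01, it was 1.024. For TEAD the shares were 11.6% and 10.9% (odds ratio 1.08, adjusted p = 0.115, Fisher's exact test) and for the LHX core YTAATTA 4.63% and 4.81% (odds ratio 0.960, adjusted p = 0.698, Fisher's exact test), so neither exceeded the counting error. Without GC matching, all 3 motifs passed the 0.05 limit.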

### Mis-expression of *Hoxb1* in the *Mef2c-AHF-Cre* lineage disrupts right ventricular formation

In order to investigate the role of Hoxb1 during heart development we generated a conditional activated *Tg*(*CAG-Hoxb1-EGFP)^1Sza^* (*Hoxb1^GoF^*) transgenic mouse, in which *Hoxb1* cDNA expression is activated upon Cre-mediated recombination. As previously reported *Hoxb1^GoF^* mice without any Cre allele were viable and healthy (Zaffran et al., 2018). *Hoxb1^GoF^* mice were crossed with to *Mef2c-AHF-Cre* (*Mef2c-Cre*) mice to mis-express *Hoxb1* in *Mef2c-AHF+* cells (Verzi et al., 2005). *Hoxb1^GoF^;Mef2c-Cre* embryos exhibited severe heart defects as early as E9.5, as observed by a looping defect and common ventricular chamber in transgenic compared to control embryos (Figure 4A–B). Expression of GFP in the aSHF and its derivatives confirmed *Mef2c-Cre-*driven recombination (Figure 4A’,B’). Immunostaining of E10.5 control embryos revealed normal future right and left ventricular chambers with developing trabeculae (Figure 4C). However, in *Hoxb1^GoF^;Mef2c-Cre* embryos, the heart was abnormally shaped with no clear distinction between right and left ventricular chambers (Figure 4D). The phenotype was even more pronounced at E12.5, when Hematoxylin and Eosin-stained transverse sections showed a hypoplastic right ventricle with abnormal positioning of the ventricular septum (Figure 4E and F). Hypoplasia of the right ventricle in *Hoxb1^GoF^;Mef2c-Cre* embryos was evident at E15.5 (Figure 4G–J; 8/8). At this stage, an abnormally thin right ventricular wall was observed (5/8). In addition, 50% of *Hoxb1^GoF^;Mef2c-Cre* embryos showed misalignment of the great arteries (4/8) and 63% displayed ventricular septal defects (VSD; 5/8). In this context, we never observed viable *Hoxb1^GoF^;Mef2c-Cre* pups with hypoplastic right ventricle. Overall, these results suggest that ectopic *Hoxb1* expression in the *Mef2c-AHF* lineage disrupts the contribution of anterior cardiac progenitor cells to the forming heart.

**Figure 4.**
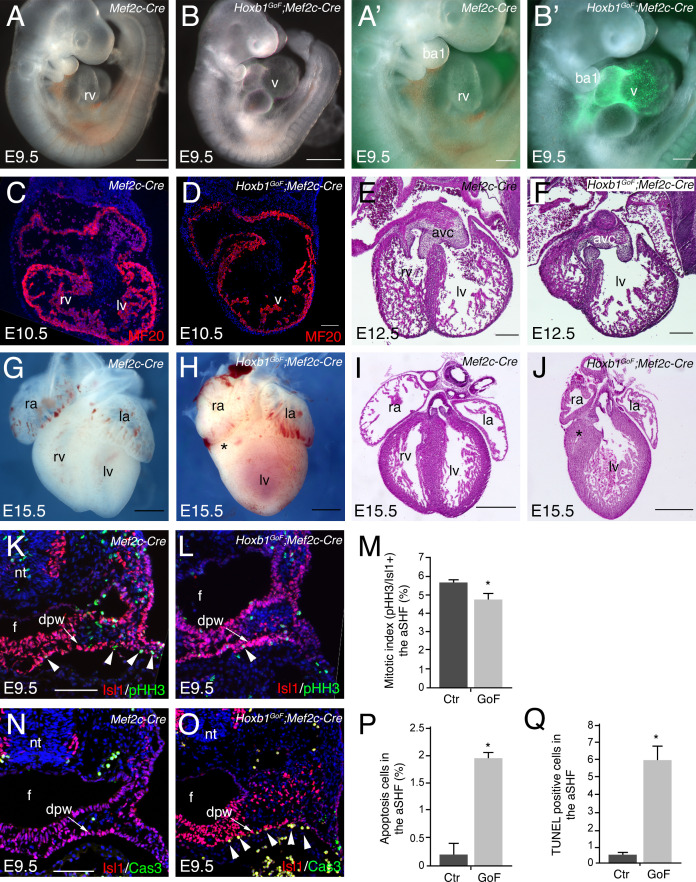
Activation of *Hoxb1* expression in aSHF progenitors disrupts the formation of the right ventricle. (**A,B**) Macroscopic view of *Mef2c-AHF-Cre* (*Mef2c-Cre*, control) and *Hoxb1^GoF^;Mef2c-Cre* embryos at E9.5. (**A’,B’**) High magnification of embryo in A and B showing GFP activity in the Cre-recombinase driven cells. (**C,D**) Immunofluorescence with MF20 (red) in control (**C**) and *Hoxb1^GoF^;Mef2c-Cre* (**D**) hearts at E10.5. (**E–J**) Hematoxylin and Eosin (H and E) staining on transversal section of control (**E,I**) and *Hoxb1^GoF^;Mef2c-Cre* (**F,J**) hearts at E12.5 and E15.5. The right ventricle (asterisk) in *Hoxb1^GoF^;Mef2c-Cre* hearts is hypoplastic compared to control hearts (n = 8). (**G,H**) Whole-mount views of control (**G**) and *Hoxb1^GoF^;Mef2c-Cre* (**H**) hearts at E15.5. (**K,L**) Immunofluorescence with Isl1 (red) and Phospho-histone H3 (pHH3, green) on *Mef2c-Cre* (**K**) and *Hoxb1^GoF^;Mef2c-Cre* (**L**) embryos at E9.5. (**M**) Quantification of pHH3-positive cells in the aSHF Isl1+, showed a reduced of the mitotic index in *Hoxb1^GoF^;Mef2c-Cre* (n = 3; GoF) compared to *Mef2c-Cre* (Ctr) (n = 7) embryos. (**N,O**) Immunofluorescence with Isl1 (red) and Caspase 3 (Cas3, green) on *Mef2c-Cre* (**N**) and *Hoxb1^GoF^;Mef2c-Cre* (**O**) embryos at E9.5. Arrowheads indicate Cas3-positive cells. (**P**) Quantification of Cas3-positive cells revealed increased cell death in the aSHF of *Hoxb1^GoF^;Mef2c-Cre* embryos. (**Q**) Quantification of TUNEL staining performed on *Mef2c-Cre* (Ctr) and *Hoxb1^GoF^;Mef2c-Cre* embryos (GoF). ao, aorta; avc, atrioventricular canal; ba, branchial arch; dpw, dorsal pericardial wall; f, foregut pocket; la, left atrium; lv, left ventricle; nt, neural tube; oft, outflow tract; PM, pharyngeal mesoderm; pt, pulmonary trunk; ra, right atrium; rv, right ventricle. Scale bars: 100 μm (A’,B’,D,E,F); 200 μm (A’,B’,E,F); 500 μm (A,B,G-J).

**Figure 4—figure supplement 1.**
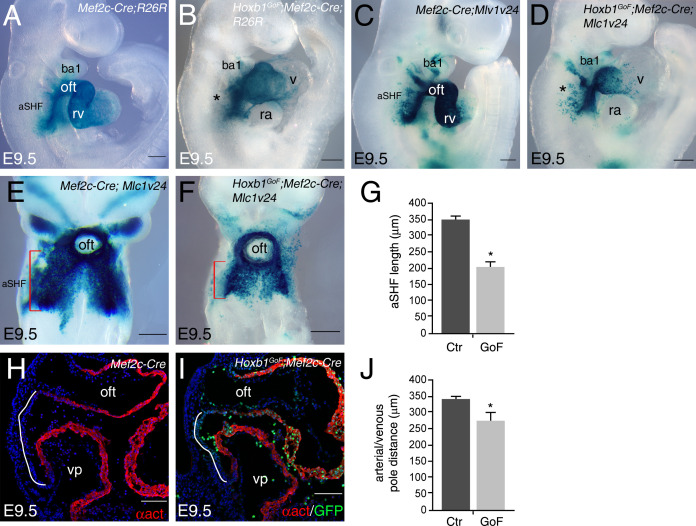
Reduction of SHF length in *Hoxb1^GoF^;Mef2c-Cre* embryos. (**A–F**) X-gal staining of control and *Hoxb1^GoF^* embryos carrying out *R26R* (**A,B**) or *Mlc1v24* (**C–F**) transgenes at E9.5. (**A,B**) Anterior SHF is disrupted in *Hoxb1^GoF^;Mef2c-Cre* embryos. (**E,F**) X-gal staining showing anterior SHF in *Mef2c-Cre;Mlc1v24* (control; **E**) and *Hoxb1^GoF^;Mef2c-Cre;Mlc1v24* (**F**) embryos at E9.5. (**G**) Measurement of staining revealed a decrease of anterior SHF length in *Hoxb1^GoF^;Mef2c-Cre;Mlc1v24* compared to control embryos. (**H,I**) Immunofluorescence with α-actinin (α act, red) and GFP (green) on *Mef2c-Cre* (control; **H**) and *Hoxb1^GoF^;Mef2c-Cre* (**I**) embryos at E9.5. (**J**) Measurement of distance between arterial and venous poles reveals a reduction of dorsal pericardial wall length in *Hoxb1^GoF^;Mef2c-Cre* embryos. All measures were calculated from n = 6 embryos for each genotype. Histograms are expressed as mean ± SEM. *p*-values were determined by Student’s *t* test. (*p<0.01). Scale bars: 100 μm (**H,I**) and 200 μm (**A–D,E,F**).

**Figure 4—figure supplement 2.**
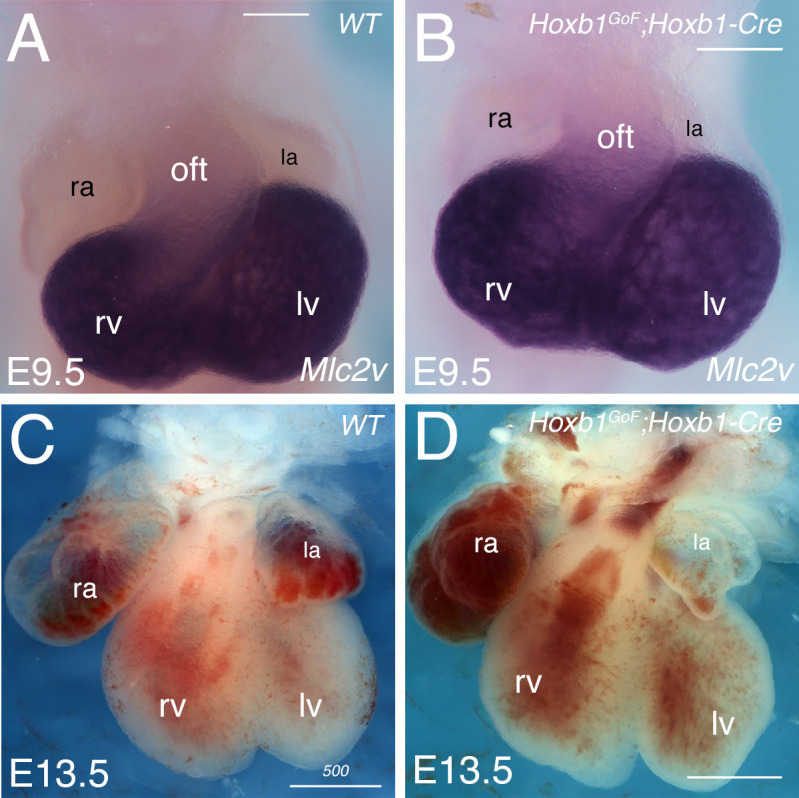
Over-expression of Hoxb1 in the pSHF does not affect the morphology of the embryonic heart. (**A,B**) Whole-mount in situ hybridization with *Mlc2v* riboprobe on E9.5 wild-type (*WT*; **A**) and *Hoxb1^GoF^;Hoxb1-Cre* (**B**) embryos. Hearts are similar in *WT* and *Hoxb1^GoF^;Hoxb1-Cre* embryos. (**C,D**) Frontal views of wild-type (*WT*; **A**), and *Hoxb1^GoF^;Hoxb1-Cre* (**D**) hearts at E13.5. No obvious anomalies are detected in *Hoxb1^GoF^;Mef2c-Cre* embryos. la, left atria; lv: left ventricle; oft, outflow tract; ra: right atria; rv: right ventricle. Scale bars: 200 μm (**A,B**) and 500 μm (**C,D**).

### Ectopic *Hoxb1* activity affects the survival of SHF progenitor cells

To study the cause of the right ventricular hypoplasia defect in *Hoxb1^GoF^;Mef2c-Cre* embryos, we performed a lineage analysis of aSHF progenitors using the *Rosa26R-lacZ* (*R26R*) reporter line. By E9.5, β-galactosidase (β-gal)-positive cells were detected in the SHF, the outflow tract and right ventricle of control embryos, reflecting the normal contribution of cardiac progenitor cells (Figure 4—figure supplement 1A). In contrast, a striking reduction of the β-gal+ expression domain was observed in *Hoxb1^GoF^;Mef2c-Cre;R26R* embryos (Figure 4—figure supplement 1B). The reduction was evident within the heart and in the SHF of these embryos (Figure 4—figure supplement 1B; asterisk). This observation was further confirmed using the *Mlc1v-nlacZ-24* (*Mlc1v24*) transgenic line, containing an *Fgf10* enhancer trap transgene expressed in the aSHF (Figure 4—figure supplement 1C–F). Quantitative analysis demonstrated a reduction of the β-gal+ expression domain in *Hoxb1^GoF^;Mef2c-Cre;Mlc1v24* compared to control embryos consistent with a reduction of the distance between the arterial and venous poles (Figure 4—figure supplement 1G–J). These data reveal that cardiac defects in *Hoxb1^GoF^;Mef2c-Cre* embryos are associated with a decrease in progenitor cell numbers in the aSHF.

To determine the origin of this decrease we performed proliferation and cell death assays at E9.5. More specifically, we determined the mitotic index (pHH3+ cells) of Isl1+ cardiac progenitor cells. There was a modest reduction in cell proliferation between control and *Hoxb1^GoF^;Mef2c-Cre* embryos (Figure 4K–M). However, a significant increase of Caspase-3 and TUNEL-positive cells was detected in the aSHF (Isl1+) of *Hoxb1^GoF^;Mef2c-Cre* compared to control embryos, indicating increased apoptosis (Figure 4N–Q). Hence, the severe right ventricular hypoplasia resulting from ectopic *Hoxb1* expression was primarily due to extensive cell death and secondarily to reduced proliferation in the aSHF.

To further examine whether over-expression of *Hoxb1* in pSHF cells can lead to heart defects, *Hoxb1^GoF^* mice were crossed with *Hoxb1^IRES-Cre^* (*Hoxb1-Cre*) mice (Bertrand et al., 2011). In order to better visualize the morphology of the forming heart, whole-mount RNA in situ hybridizations were performed on *Hoxb1^GoF^;Hoxb1-Cre* and control embryos using a *myosin light chain 2* v (*Mlc2v*) riboprobe (Figure 4—figure supplement 2A–B). At E9.5, *Hoxb1^GoF^;Hoxb1-Cre* hearts were indistinguishable from those of control embryos (Figure 4—figure supplement 2A–B). Similarly, gross morphological observations of E13.5 hearts did not reveal any difference in *Hoxb1^GoF^;Hoxb1-Cre* compared to control embryos (Figure 4—figure supplement 2C–D). These data suggest that over-expression of *Hoxb1* in the pSHF does not lead to heart defects, and that the phenotypes observed in the *Hoxb1^GoF^;Mef2c-Cre* embryos result from misexpression in aSHF progenitor cells that normally do not express *Hoxb1*.

### Mis-expression of *Hoxb1* in the *Mef2c-AHF+* domain disturbs cardiac progenitor identity and blocks cardiac differentiation

To better understand the change of the transcriptional program in the aSHF upon ectopic expression of *Hoxb1*, we performed RNA-seq analysis on dissected progenitor regions from control and *Hoxb1^GoF^;Mef2c-Cre* embryos (n = 3 each) at E9.5 (16–20 s) (Figure 5—figure supplement 1A–B). Read counts showed that *Hoxb1* mRNA was upregulated less than two fold in *Hoxb1^GoF^;Mef2c-Cre* compared to control embryos (Supplementary file 1). We identified 1378 genes upregulated and 1345 genes downregulated in the SHF of *Hoxb1^GoF^;Mef2c-Cre* embryos. GO enrichment analysis for the biological processes associated with the upregulated genes showed significant enrichment of the GO terms ‘cell death’ and ‘apoptotic signaling pathway’ (Figure 5B and Figure 5—figure supplement 1C–D), consistent with the decrease of aSHF cell numbers and increase of Cas3+ or TUNEL+ cells observed in *Hoxb1^GoF^;Mef2c-Cre* embryos (Figure 4N–Q). These genes included regulators of programmed cell death (*e.g., Bad*, *Bmf*, *Trp53,* and *Dapk3*) as well as modulators of growth and RA signaling (*e.g., Gsk3a, Crabp2, and Rarα*) (Figure 5—figure supplement 1D). GO analysis of the downregulated genes revealed an enrichment in the GO terms ‘heart development’ and ‘muscle cell differentiation’ suggesting an inhibition of cardiac differentiation (Figure 5B and Figure 5—figure supplement 1D). *Fgf10*, a well-characterized marker of the aSHF (Kelly et al., 2001), was among the most significant downregulated genes in *Hoxb1^GoF^;Mef2c-Cre* embryos (p=0.002) (Figure 5A and Figure 5—figure supplement 1D; Supplementary file 1). This finding is consistent with the decrease in *Mlc1v-nlac-24* transgene expression (Figure 4—figure supplement 1C–G) and reduction of arterial and venous pole distance measured in *Hoxb1^GoF^;Mef2c-Cre* embryos (Figure 4—figure supplement 1H–J). Among the upregulated genes, we found *Osr1* and *Tbx5,* known to regulate cell cycle progression in the pSHF (Figure 5C and Figure 5—figure supplement 1E; Supplementary file 1; Zhou et al., 2015). The upregulation of these genes was confirmed by qPCR and in situ hybridization (Figure 5D–K and Figure 5—figure supplement 1F). Analysis of *Osr1* and *Tbx5* expression profiles showed an anterior shift of their expression in *Hoxb1^GoF^;Mef2c-Cre* compared to control embryos (Figure 5D–K). Moreover, we found that the pSHF markers *Tbx5* and *Osr1* are both expressed in the *GFP+* cells in *Hoxb1^GoF^;Mef2c-Cre* embryos, indicating that the ectopic expression of *Hoxb1* in the *Mef2c-AHF*+ domain alters cardiac progenitor cell identity (Figure 5E,E’–K,K’’). Similarly to *Tbx5* and *Osr1*, we observed an anterior shift in expression of the pSHF gene *Nr2f2* in *Hoxb1^GoF^;Mef2c-Cre* embryos (Figure 5—figure supplement 1G).

**Figure 5.**
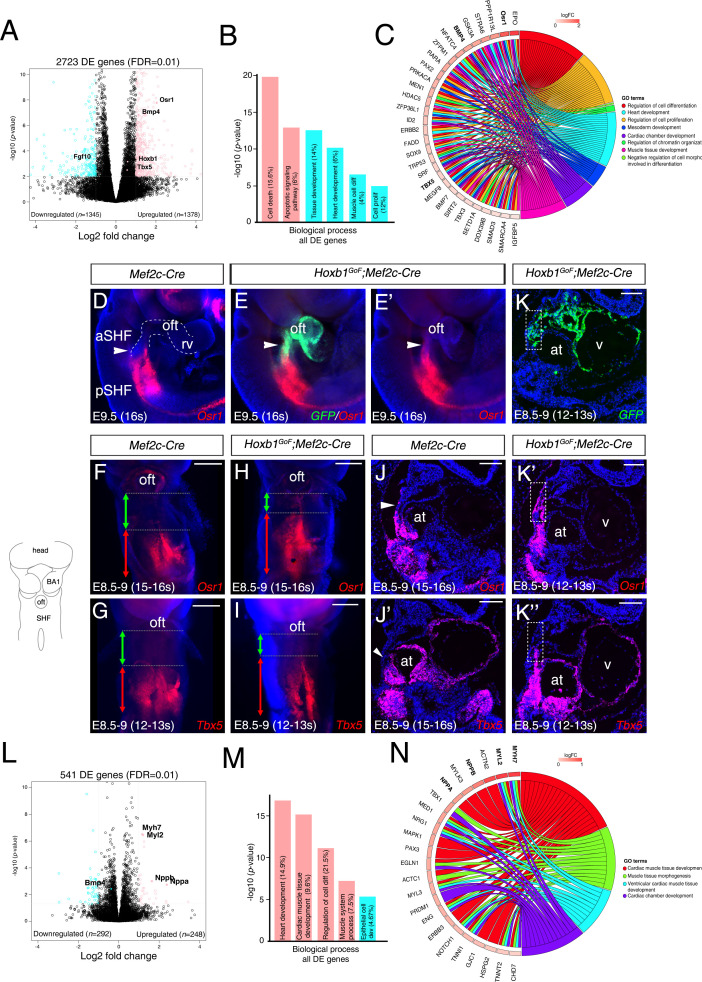
Hoxb1 regulates progenitor identity and differentiation in the pSHF. (**A**) Volcano plot of transcriptional profiling results with significantly dysregulated genes between *Hoxb1^GoF^;Mef2c-Cre* and control SHF. The y-axis corresponds to the mean expression value of log_10_ (*p*-value), and the x-axis displays the log2 fold change value. The colored dots represent the significantly differential expressed transcripts (*p*<0.05); the black dots represent the transcripts whose expression levels did not reach statistical significance (*p*>0.05). Differential expression analysis performed using DESeq2 revealed 2,723 genes with Log_2_-fold changes ≥1 at a False Discovery Rate (FDR) ≤0.01. (**B**) Gene ontology (GO) analysis of genes deregulated in *Hoxb1^GoF^;Mef2c-Cre* embryos performed with ClusterProfiler system. The percentage corresponds to the ‘BG ratio’ obtained in the GO analysis. (**C**) Chord plot showing a selection of genes upregulated in *Hoxb1^GoF^;Mef2c-Cre* embryos present in the represented enriched GO terms. Outer ring shows log2 fold change or GO term grouping (right, key below). Chords connect gene names with GO term groups. (**D**) Whole-mount RNA-FISH for *Osr1* on E9.5 *Mef2c-Cre* embryos in lateral views. (**E, E’**) Whole-mount RNA-FISH for *GFP* (green) *and Osr1* (red) on E9.5 *Hoxb1^GoF^;Mef2c-Cre* embryos. Whole-mount RNA-FISH for *Osr1* in ventral views (**F, H**) and *Tbx5* (**G, I**) on E8.5-9 *Mef2c-Cre* and *Hoxb1^GoF^;Mef2c-Cre* embryos. An anteriorly shifted expression of *Osr1* and *Tbx5* is detected in *Hoxb1^GoF^;Mef2c-Cre* embryos compared to their control littermates (same somite stage – 15-16s for *Osr1* and 12-13s for *Tbx5*). RNA-FISH against *Osr1*, *Tbx5* and *GFP* on serial sections in *Hoxb1^GoF^;Mef2c-Cre* embryos (**K, K’, K’’**) compared to control littermates (J, J’; Serial sagittal sections). (**L**) Volcano plot showing differential expressed genes between *Hoxb1^-/-^* and wild-type samples. The y-axis corresponds to the mean expression value of log_10_ (*p*-value), and the x-axis displays the log2 fold change value. Colored dots represent the significantly differential expressed transcripts (*p*<0.05); the black dots represent the transcripts whose expression levels did not reach statistical significance (*p*>0.05). We identified 249 genes upregulated, and 292 genes downregulated in *Hoxb1^-/-^* embryos. (**M**) GO analysis of genes deregulated in *Hoxb1^-/-^* embryos with ranked by -log_10_ (*p*-value). (**N**) Chord plot showing a selection of genes upregulated in dissected pharyngeal mesoderm of *Hoxb1^-/-^* embryos present in the represented enriched GO terms. Outer ring shows log2 fold change or GO term grouping (right, key below). Chords connect gene names with GO term groups. Nuclei are stained with Hoechst. at, atria; BA1, branchial arch 1; oft, outflow tract; SHF, second heart field; V, ventricle. Scale bars: 200 μm (**F, G, H, I**); 100 μm (**J, J’, K, K’, K’’**).

**Figure 5—figure supplement 1.**
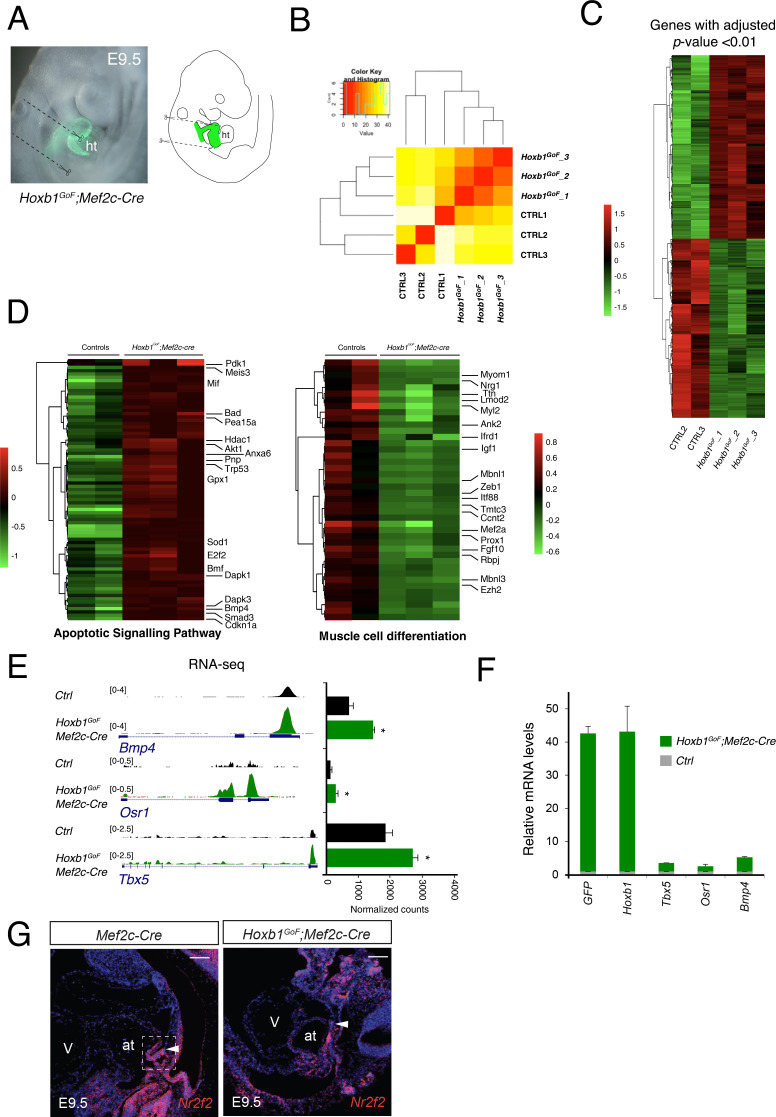
Quality assessment of RNA-seq data performed on the *Hoxb1^GoF^*;*Mef2c-Cre* embryos. (**A**) Macroscopic view of *Hoxb1^GoF^;Mef2c-Cre* embryos at E9.5 and the micro-dissected region comprising the SHF progenitors and excluding the forming heart. (**B**) Replicate correlation for RNA-seq datasets from *Hoxb1^GoF^;Mef2c-Cre* (GoF) and control (Ctrl) regions. (**C**) Unsupervised hierarchical clustering of all differentially expressed genes between GoF and control regions. (**D**) Heatmap of ‘apoptotic signaling pathway’ and ‘muscle cell differentiation’ associated genes analyzed by RNA-seq. (**e**) RNA-seq datasets visualized for the pSHF markers *Tbx5*, *Osr1* and *Bmp4*. (**F**) Real time PCR validation of RNA-seq results. Data were normalized to HPRT and expressed as fold increase over control samples. (**G**) RNA-FISH against *Nr2f2* (red) on section of E9.5 *Mef2c-Cre* (control) and *Hoxb1^GoF^;Mef2c-Cre* embryos. An anterior shift in expression of *Nr2f1* is detected in *Hoxb1^GoF^;Mef2c-Cre* compared to control embryos. Nuclei are stained with Hoechst. at, atria; V, ventricle. Scale bars: 200 μm.

**Figure 5—figure supplement 2.**
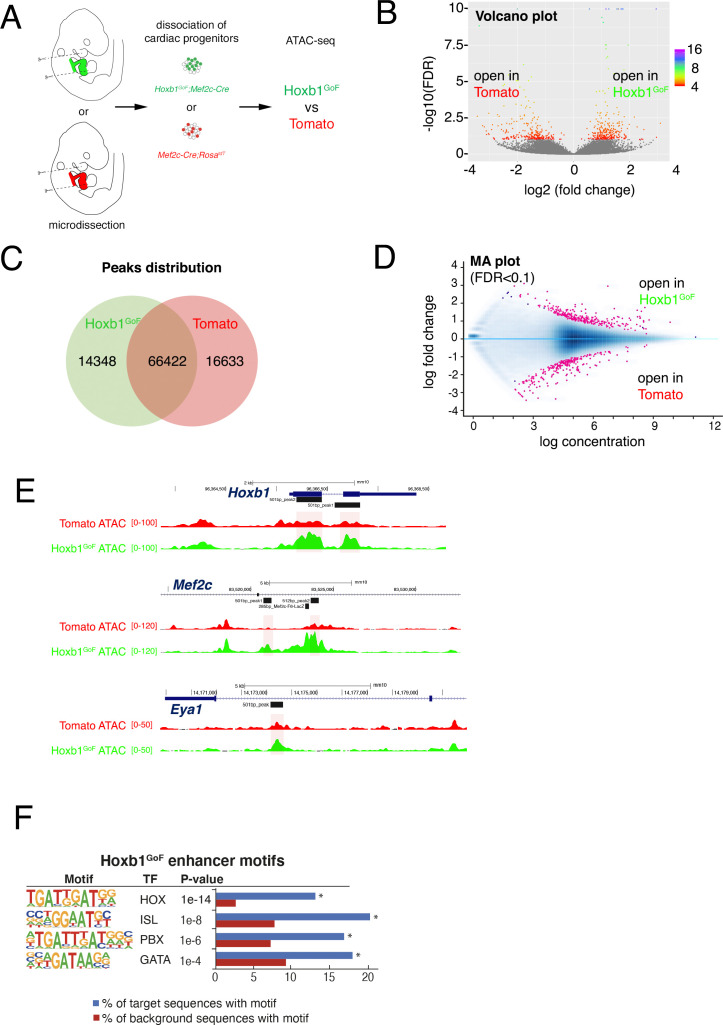
Chromatin accessibility when Hoxb1 is ectopically expressed in the Mef2c-Cre+ cardiac progenitor cells. (**A**) Schemes of *Hoxb1^GoF^;Mef2c-Cre* (GFP+ named Hoxb1^GoF^) and *Mef2c-Cre;Rosa^tdT^* (Tomato+) embryos at E9.5 and the micro-dissected regions (GFP+ or Tomato+) comprising aSHF progenitors and the outflow tract of the forming heart. (**B**) Volcano plot of ATAC-seq performed from Hoxb1^GoF^ and Tomato+ cells. (**C**) Venn diagram showing overlap of the ATAC-seq peaks in the two populations. (**D**) MA plot of ATAC-seq peaks in Hoxb1^GoF^ *versus* Tomato+ cells. (**E**) Open chromatin profiles correlate with transcriptional expression. Browser views of *Hoxb1*, *Mef2c* and *Eya1* loci with ATAC-seq profiles of Hoxb1^GoF^ cells (green) and Tomato+ *Mef2c-Cre;Rosa^tdT^* labeled cells (red). Data represent merged technical and biological replicates for each cell type. The *y*-axis scales range from 0 to 100; 0–120 and 0–50 in normalized arbitrary units. The tracks represent ATAC-seq data. Boxed regions show cell-type-specific peaks around *Hoxb1, Mef2c, and Eya1* gene loci. (**F**) Hoxb1^GoF^ enhancers were enriched in DNA binding motifs for HOX and known cardiac transcription factors including PBX and GATA factors. HOX recognition motifs were strongly enriched in a known motif search of Hoxb1^GoF^ enhancers. *p*-values were obtained using HOMER.

**Figure 5—figure supplement 3.**
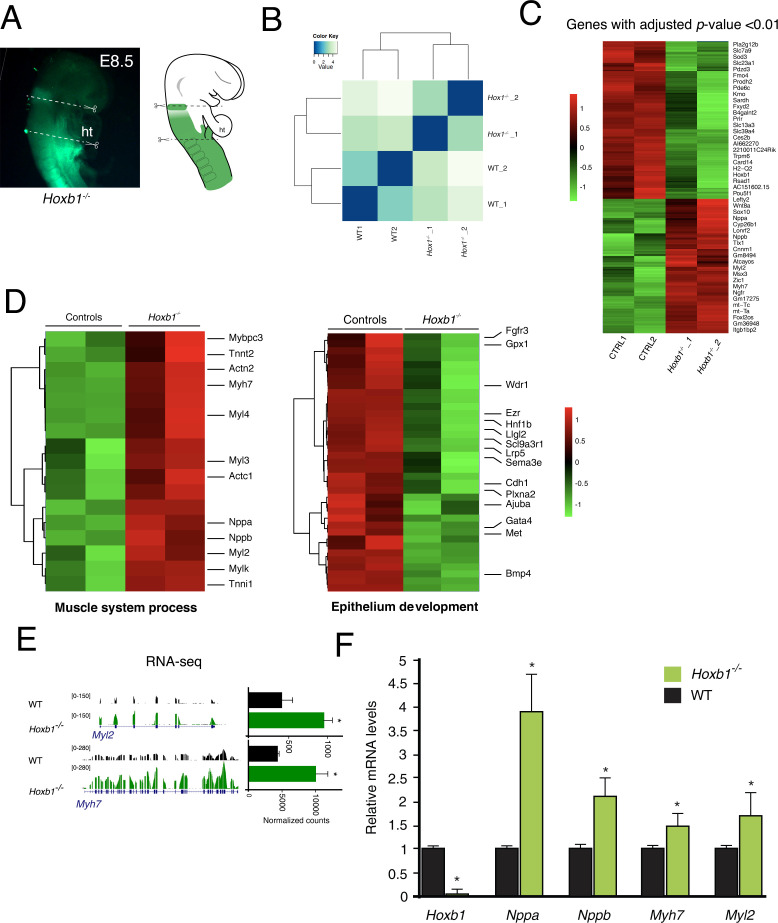
Quality assessment of RNA-seq data performed on the *Hoxb1^-/-^* embryos. (**A**) Macroscopic view of *Hoxb1^-/-^* embryos at E8.5 (6-8ps) and the micro-dissected region comprising the SHF progenitors. (**B**) Replicate correlation for RNA-seq datasets from *Hoxb1^-/-^* and wild-type (WT) regions. (**C**) Unsupervised hierarchical clustering of all differentially expressed genes between *Hoxb1^-/-^* over WT regions. (**D**) Heatmap of ‘muscle system process’ and ‘epithelium development’ associated genes analyzed by RNA-seq. (**E**) RNA-sequencing datasets visualized for the cardiac differentiation markers *Myl2* and *Myh7*. (**F**) Real time PCR validation of RNA-seq results. Data were normalized to HPRT and expressed as fold increase over WT samples.

We further examined whether ectopic expression of *Hoxb1* in the aSHF can alter chromatin accessibility. After micro-dissection and dissociation of the aSHF region from *Hoxb1^GoF^;Mef2c-Cre* (Hoxb1^GoF^) and *Mef2c-Cre;Rosa^tdT^* (Tomato+) embryos at E9.5 (n = 3 each), Hoxb1^GoF^ and Tomato+ regions were used for ATAC-seq (Figure 5—figure supplement 2A). We performed a stringent analysis to identify qualitative (present or absent peaks only) differences in chromatin accessibility (Figure 5—figure supplement 2B). By comparing the signal for each peak in Tomato+ and Hoxb1^GoF^ samples (in triplicate), we identified 14,348 peaks that were exclusively accessible in the Hoxb1^GoF^ population (Figure 5—figure supplement 2C). In order to assess differential chromatin accessibility at each consensus peaks we used an affinity analysis as a quantitative approach (Figure 5—figure supplement 2D). ATAC-seq data of Hoxb1^GoF^ population revealed a high read count around the promoter regions of *Hoxb1* and *Mef2c* (Figure 5—figure supplement 2E). Furthermore, we used HOMER to identify enriched putative transcription factor motifs in the open chromatin regions of the Hoxb1^GoF^ population (Figure 5—figure supplement 2F). Consistent with the analysis of enriched putative transcription factor motifs in the open chromatin regions of the *Hoxb1^GFP^* (pSHF/GFP+) population (Figure 3I), the most enriched motif in open chromatin regions of the Hoxb1^GoF^ population was the consensus HOX motif (Figure 5—figure supplement 2F). Again, other significantly enriched motifs included PBX motifs. Together these findings suggest that ectopic expression of *Hoxb1* in the *Mef2c-Cre* lineages alters chromatin accessibility of genes involved in the patterning of the SHF.

### Hoxb1 loss of function leads to premature differentiation in the SHF

To complement our functional analysis, we determined if the cardiac differentiation program was affected in the absence of *Hoxb1* function. As previously reported *Hoxb1* mutant embryos have outflow tract defects leading to later anomalies including VSD and mis-alignment of the great arteries (Roux et al., 2015). RNA-seq transcriptional profiling was performed on progenitor regions isolated from E8.5 (6–8 s) wild-type and *Hoxb1*-deficient embryos (n = 2 each; Figure 5L; Figure 5—figure supplement 3A–B). Interestingly, GO term analysis of the upregulated genes revealed a significant enrichment of terms including ‘heart development’, ‘cardiac muscle tissue development’ and ‘regulation of cell differentiation’ (Figure 5M and Figure 5—figure supplement 3C–D). Upregulation of several myocardial-specific genes (*e.g., Myl2, Myh7, Actn2, Myl3, Nppa (Anf), and Nppb (Bnf)*), indicates a premature cardiac differentiation in the SHF of *Hoxb1^-/-^* mutant embryos (Figure 5N; Figure 5—figure supplement 3E). The upregulation of these myocardial genes was confirmed by qPCR (Figure 5—figure supplement 3F). The GO term ‘epithelial cell development’ was significantly enriched in the downregulated genes (e.g., *Cdh1*, *Llgl2, and Lrp5*) (Figure 5M and Figure 5—figure supplement 3C–D), consistent with both the deregulation of the epithelial properties of SHF cells (Cortes et al., 2018) and premature differentiation of cardiac progenitor cells (Soh et al., 2014). This loss-of-function analysis complements and supports the conclusions of our gain-of-function analysis and identifies a role for Hoxb1 in delaying differentiation and regulating progenitor cell identity in the SHF.

### Abnormal development of the SHF results in AVSD in *Hoxa1^-/-^;Hoxb1^-/-^* embryos

The formation of a transcriptional boundary between arterial and venous pole progenitor cells in the SHF has recently been shown to reflect the dynamic expression of two genes encoding T-box transcription factors, *Tbx1* and *Tbx5* (De Bono et al., 2018). Immunofluorescence analysis of E9.5 (22–23 s) embryos confirmed the complementary expression of Tbx1 and Tbx5 proteins in the SHF (Figure 6A). Tbx5 expression is restricted to cells in the pSHF close to the inflow tract, whereas Tbx1 is detected in SHF cells close to the outflow tract. In *Hoxb1^GoF^;Mef2c-Cre* embryos the relative length of the Tbx1+ region close to the outflow tract revealed a significant reduction in the size of the Tbx1+ versus Tbx5+ domains (Figure 6A,B), although the boundary between Tbx1 and Tbx5-domains was established. Measurement of the length of each domain revealed that the Tbx1+ domain was significantly reduced in *Hoxb1^GoF^;Mef2c-Cre* compared to *Mef2c-Cre* (control) embryos (Figure 6C). In addition, despite a general reduction of the SHF, the Tbx5+ domain is increased in *Hoxb1^GoF^;Mef2c-Cre* compared to control embryos (Figure 6D). Therefore, our data are consistent with a shift of the boundary between Tbx1 and Tbx5-domains. We further analyzed the expression of Tbx1 and Tbx5 in *Hoxb1*-mutant embryos. The Tbx5+ domain appears slightly shorter in *Hoxb1^-/-^* embryos than in *Hoxb1^+/-^* littermates (Figure 6E,F). Due to redundancy between *Hoxa1* and *Hoxb1* we performed RNA-FISH analysis in compound *Hoxa1^-/-^;Hoxb1^-/-^* embryos. We found that the *Tbx5*+ domain was shorter in double *Hoxa1^-/-^;Hoxb1^-/-^* compared to *Hoxb1^+/-^* littermate embryos (Figure 6G,H). These experiments confirm that forced activation of *Hoxb1* in the *Mef2c-AHF+* domain perturbs development of the aSHF. We subsequently investigated posterior SHF contributions to the venous pole of *Hoxa1^-/-^;Hoxb1^-/-^* hearts. Characterization of cardiac morphology in *Hoxa1^-/-^;Hoxb1^-/-^* hearts at fetal stages revealed lack of the DMP, a posterior SHF derivative, resulting in a primum type atrial septal defect, a class of AVSD (3/3; Figure 6I,J). Inappropriate differentiation of SHF cells may contribute to the loss of DMP formation in these mutants, providing the first evidence that *Hoxa1* and *Hoxb1* are required for atrioventricular septation.

**Figure 6.**
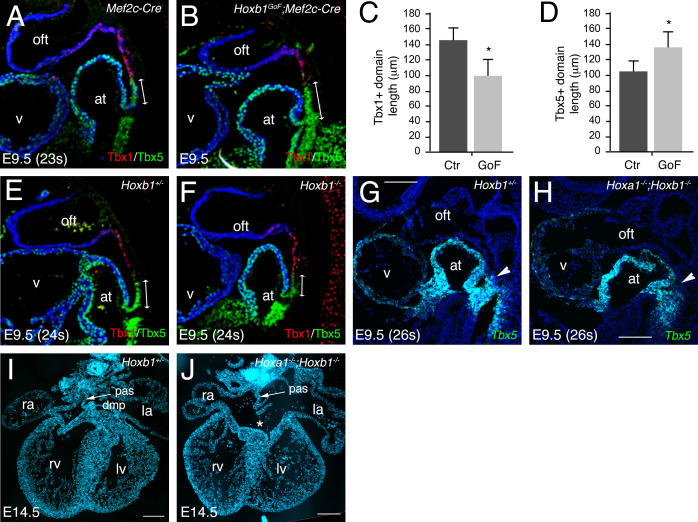
*Hoxa1* and *Hoxb1* genes are required for atrioventricular septation. (**A–D**) Immunofluorescence on medial sagittal sections showing Tbx1 (red) and Tbx5 (green) protein distribution at E9.5 (23–24 s). (**A,B**) At E9.5, a boundary is observed in *Mef2c-Cre* embryos between Tbx1+ cells close to the arterial pole of the heart and Tbx5+ cells in the pSHF. In *Hoxb1^GoF^;Mef2c-Cre* embryos the Tbx1+ domain appears reduced although the boundary is maintained. (**C**) Measurement of the Tbx1+ domain confirmed a decrease of aSHF length in *Hoxb1^GoF^;Mef2c-Cre* (GoF) compared to control (Ctr) embryos. (**D**) Measurement of the Tbx5+ domain revealed a shift of the boundary since the length of the pSHF was increased in *Hoxb1^GoF^;Mef2c-Cre* (GoF) compared to control (Ctr) embryos. (**E,F**) The Tbx5+ domain appears reduced in *Hoxb1^-^*^*/*-^ embryos compared to *Hoxb1^+/-^* littermates. (**G,H**) RNA-FISH on sagittal sections showing the reduction of *Tbx5*+ domain in the pSHF of *Hoxa1^-/-^;Hoxb1^-/-^* embryos compared to *Hoxb1^+/-^* littermates. (**I,J**) DAPI stained sections of a *Hoxb1^+/-^* (**I**) and a *Hoxa1^-/-^;Hoxb1^-/-^* (**J**) heart at E14.5 showing the primary atrial septum (pas, arrow). Note the AVSD and absence of the DMP in J, n = 3. at, atria; la, left atrium; lv, left ventricle; ra, right atrium; rv, right ventricle; SHF, second heart field; v, ventricle; la, left atrium; lv, left ventricle; ra, right atrium; rv, right ventricle. Scale bars: 100 μm (**E,F**); 200 μm (**G,H**).

### Hoxb1 is a key regulator of cardiac differentiation

We next sought to investigate the function of Hoxb1 upon cardiac induction of mouse embryonic stem (mES) cells (Figure 7A). Using a time-course gene expression analysis during cardiac differentiation of mES cells, we detected a peak of *Hoxb1* expression at day 4–5 just before the onset of cardiac differentiation (Figure 7B), as determined by the activation of specific cardiac markers such as *Myh6*, *Myh7*, *Mlc2a* and *Mlc2v* (Figure 7—figure supplement 1A). Consistent with the initial activation of *Hoxb1* and *Hoxa1* during heart development in the mouse (Bertrand et al., 2011), the peak of *Hoxa1* expression was detected after day 5 (Figure 7B).

**Figure 7.**
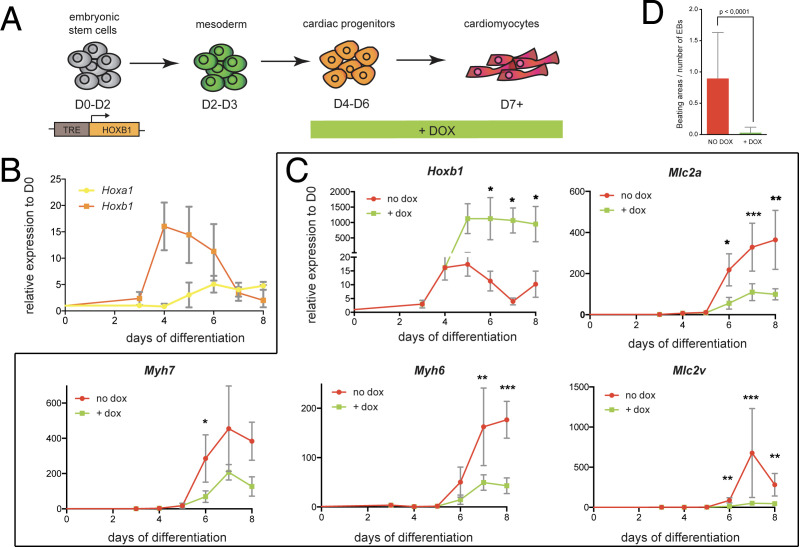
*Hoxb1* overexpression in mES leads to arrested cardiac differentiation. (**A**) Scheme of the experiment. Using the *tet-ON/Hoxb1* mouse embryonic stem cell line (Gouti and Gavalas, 2008), *Hoxb1* expression was induced by addition of 1 μg/ml of doxycycline (DOX) at the cardiac progenitor stage from day 4 (**D4**) during mES cell differentiation into cardiac cells. (**B**) Kinetics of *Hoxa1* and *Hoxb1* during mES cell differentiation as measured by real time qPCR. Results are normalized for gene expression in undifferentiated mES cells (**D0**). (**C**) Kinetics of expression for *Hoxb1* and *Myh6*, *Myh7*, *Mlc2v (or Myl2)*, *Mlc2a* during mES cell differentiation after induction of *Hoxb1* expression (+ dox) or in control condition (no dox). Results are normalized for gene expression in undifferentiated mES cells (**D0**). Paired, one-sided t-test was performed based on relative transcript expression between control (no dox) and doxycycline treatment (+ dox). * indicates a significance level of p<0.05, ** indicates p<0.005, *** indicates p<0.0005. (**D**) Quantification of beating areas relative to the number of embryonic bodies (EBs) at D8 of mES cell differentiation with or without doxycycline addition. Error bars indicate mean + / - SEM; n = 4 experiments.

**Figure 7—figure supplement 1.**
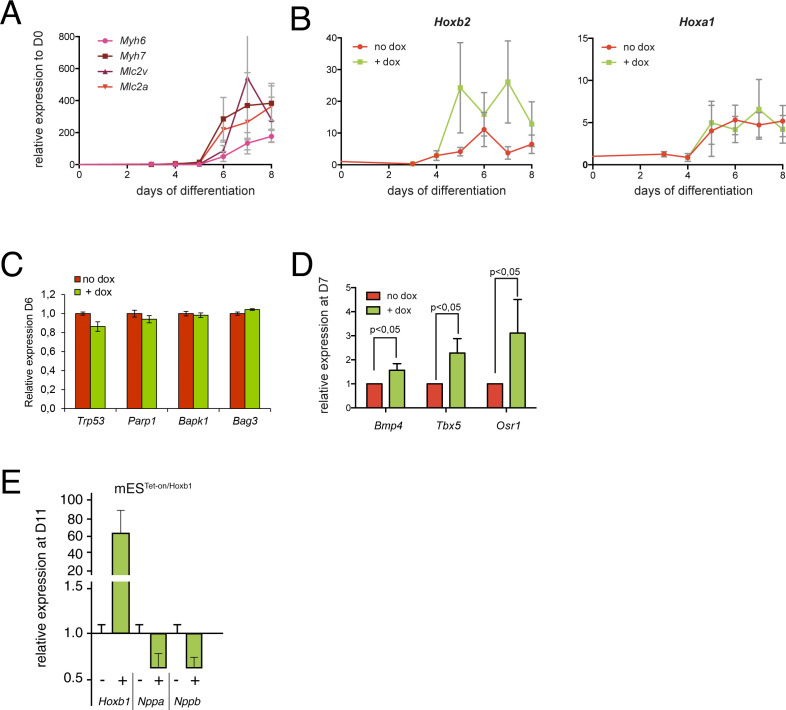
Expression analysis using the mES cells overexpressing model. (**A**) Kinetics of myocardial genes (*Myh6*, *Myh7*, *Myl2* (*Mlc2v*), *Mlc2a*) during mES cell differentiation as measured by real time qPCR. (**B**) Kinetics of *Hoxa1* and *Hoxb2* during mES cell differentiation after induction of *Hoxb1* expression (+ dox) or in control condition (no dox). Results are normalized for gene expression in undifferentiated mES cells (**D0**). (**C**) Relative expression of apoptosis genes (*Trp53*, *Parp1*, *Bapk1, Bag3*) at D6 of mES cell differentiation as measured by real time RT-PCR in mES cells induced or not for Hoxb1 expression (+ dox vs no dox). (**D**) Relative expression of posterior markers of the SHF (*Bmp4*, *Tbx5*, *Osr1*) at D7 of mES cell differentiation as measured by real time PCR in mES cells induced or not for Hoxb1 expression (+ dox vs no dox). (**E**) Relative expression of *Hoxb1*, *Nppa* and *Nppb* at D11 of mES cell differentiation as measured by real time RT-PCR in mES cells induced or not for Hoxb1 expression (+ dox vs no dox). Results are normalized for mRNA expression in untreated cells (no dox). Error bars indicate mean + / - SEM; n = 4 experiments.

**Figure 7—figure supplement 2.**
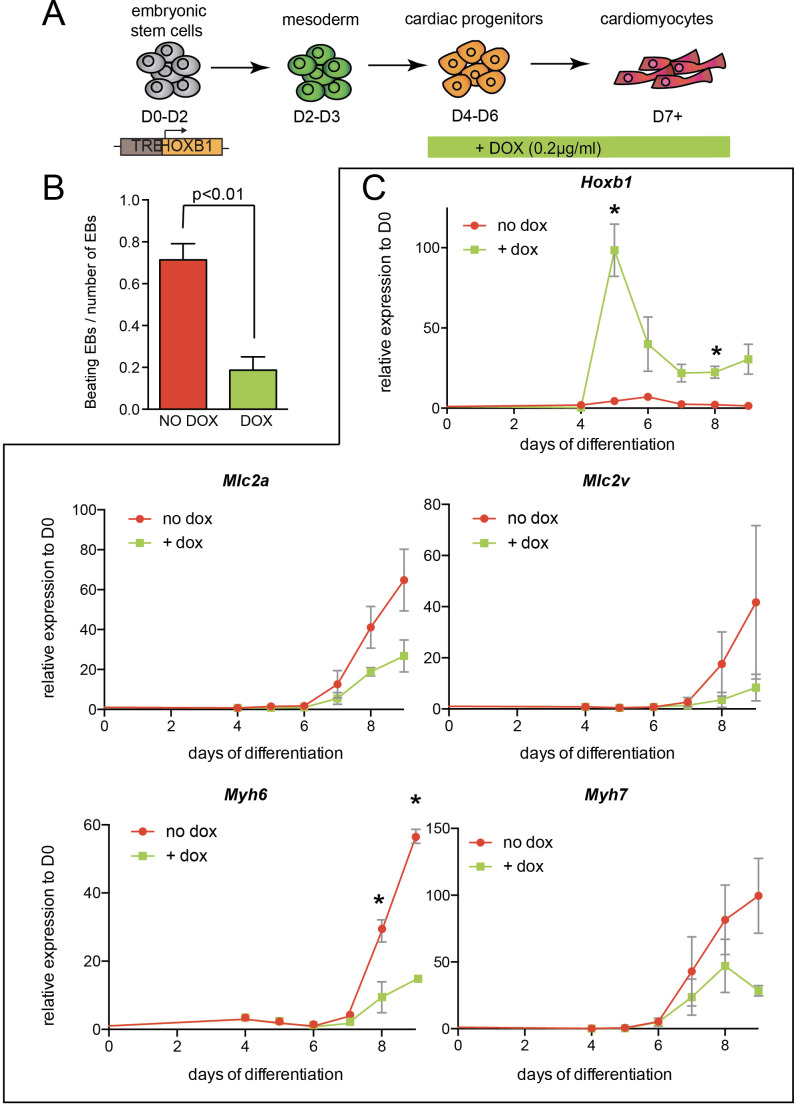
Arrested cardiac differentiation in mES cells using a lower induction of Hoxb1. (**A**) Scheme of the experiment. Using the tet-ON/Hoxb1 mouse embryonic stem cell line (Gouti and Gavalas, 2008), Hoxb1 expression was induced by addition of 0.2 µg/ml of doxycycline (DOX) from day 4 (**D4**) during mES cell differentiation into cardiac cells. (**B**) Quantification of beating embryoid bodies (EBs) relative to the total number of embryoid bodies. (**C**) Kinetics of expression for Hoxb1 and Myh6, Myh7, Mlc2v (or Myl2), Mlc2a during mES cell differentiation after induction of Hoxb1 expression (+ dox) or in control condition (no dox). Results are normalized for gene expression in undifferentiated mES cells (**D0**). Error bars indicate mean + / - SEM; n = 2 experiments. Paired, one-sided t-test was performed based on relative transcript expression between control (no dox) and doxycycline treatment (+ dox). * indicates a significance level of p<0.05.

Next, we challenged the system by inducing continuous *Hoxb1* overexpression using the mES^Tet-on/Hoxb1^ line (Gouti and Gavalas, 2008). Permanent DOX (1 or 0.2 μg/ml) treatment from day 4 of direct cardiac induction onwards (Figure 7C and Figure 7—figure supplement 2) interfered with the differentiation process of cardiac cells as shown by specific downregulation of the expression of *Myh7*, *Myh6*, *Mlc2a,* and *Mlc2v* (Figure 7C and Figure 7—figure supplement 2). Accordingly, in these conditions, we found a decreased number of beating embryoid bodies (EBs) (Figure 7D and Figure 7—figure supplement 2). Absence of upregulation of cell death markers attested that reduction of beating EBs was not caused by ES cell apoptosis (Figure 7D and Figure 7—figure supplement 1C). Interestingly, we also observed an upregulation of *Osr1*, *Tbx5* and *Bmp4* expression under these conditions, suggesting that the cellular identity of differentiating EB cells is changed, consistent with our in vivo observations (Figure 5C–K and Figure 7—figure supplement 1D). Therefore, our data suggest that *Hoxb1* activation in mES cells results in arrest of cardiac differentiation and failure of proper identity commitment, consistent with in vivo results.

### Hoxb1 represses the expression of the differentiation marker *Nppa*

To identify how Hoxb1 controls cardiac differentiation, we analyzed the regulation of *Nppa* and *Nppb* expression, two markers of chamber-specific cardiomyocytes (Houweling et al., 2005). RNA-seq data showed a higher read count for *Nppa* and *Nppb* in the *Hoxb1^-/-^* compared to control embryos (Figure 8A). At E9.5, RNA-FISH confirmed an ectopic expression of *Nppa* in the SHF of *Hoxb1^-/-^* (Figure 8B,C) and *Hoxa1^-/-^Hoxb1^-/-^* (Figure 8D,E) embryos. In contrast, upon *Hoxb1* induction, the expression of *Nppa* and *Nppb* was downregulated in EBs (Figure 7—figure supplement 1E). Therefore, we hypothesized that *Nppa* and *Nppb* may be negatively regulated by Hoxb1 in the pSHF. ChIP-seq data in mouse ES cell lines had shown that Hoxa1, a paralog of Hoxb1, and HDAC-1 and −2 bind the *Nppa* and *Nppb* loci (De Kumar et al., 2017; Whyte et al., 2012; Figure 8G). Coherent with these observations, we found potential HOX binding sites in a 0.7 kb *Nppa* fragment previously shown to be responsible for the expression of the *Nppa* in the developing heart (Habets et al., 2002). Thus, we hypothesized that *Nppa* and *Nppb* may be a direct Hoxb1 target genes in the pSHF. As described (Durocher et al., 1997), transfection of Nkx2-5 alone or co-transfection of Nkx2-5 and Gata4 resulted in strong activation of the 0.7 kb *Nppa* promoter containing an HOX-motif in both Cos-7 and NIH3T3 cells (Figure 8I and Figure 8—figure supplement 1A). However, this activity decreased three-fold upon co-transfection with a Hoxb1 expression vector or co-transfection of Hoxb1 and Hoxa1, which are co-expressed in pSHF progenitor cells in vivo (Figure 8I), demonstrating the repressive role of Hoxb1 on the 0.7 kb *Nppa* promoter. We next assessed the activity of the 0.7 kb *Nppa* promoter in cells treated with trichostatin-A (TSA) an inhibitor of the HDAC activity known to regulate HOX functions (McKinsey, 2012). HDACs inhibition increased the luciferase activity of the reporter constructs (Figure 8J and Figure 8—figure supplement 1B). When co-transfected, Hoxb1 or Hoxa1 suppressed the TSA-mediated activation of the *Nppa* promoter in cell culture (Figure 8J). We further examined whether Hoxb1 can also repress the transcription of another myocardial gene, *Tnnt2* (cardiac troponin T, *cTnT*). As for *Nppa* and *Nppb*, RNA-seq data showed a higher read count for *Tnnt2* in the *Hoxb1^-/-^* compared to control embryos (Figure 8F). Analysis of ChIP-seq dataset showed that Hoxb1 as well as Meis1 bind to the *Tnnt2* locus (Figure 8H). We identified potential HOX binding sites in the promoter of the rat *cTnT* promoter (0.5 kb), which contains also MEF2 binding sites (Wang et al., 1994). We assessed the activity of the 0.5 kb *Tnnt2* promoter in cells treated with TSA. As in the case of the *Nppa* promoter we observed that co-transfection with a Hoxb1 expression vector or co-transfection of Hoxb1 and Hoxa1 suppressed TSA-medicated activation of the *Tnnt2* promoter in Cos7 cells (Figure 8J). Together these results suggest that Hoxb1 inhibits differentiation in the pSHF by directly repressing myocardial gene transcription even under conditions of histone acetylation.

**Figure 8.**
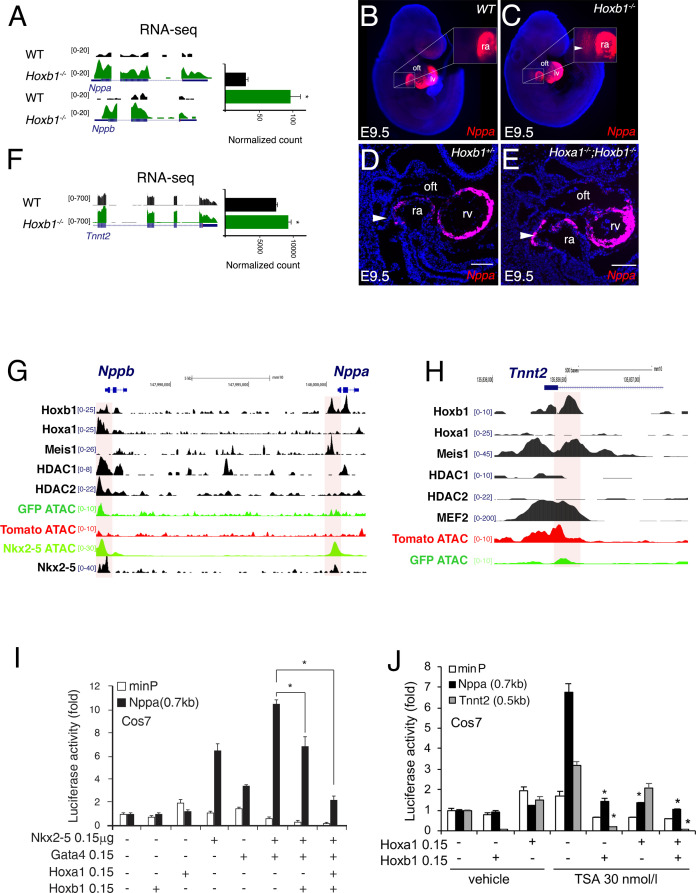
Hoxb1 regulates cardiac differentiation through transcriptional repression of myocardial genes. (**A**) Browser views of *Nppa* and *Nppb* gene loci with RNA-seq profiles of *Hoxb1^-/-^* (green) and wild-type (WT) population (black). Data represent the merge of technical and biological replicates for each cell type. The *y*-axis scales range from 0 to 20 in normalized arbitrary units. (**B,C**) Whole mount RNA-FISH for *Nppa* in WT (**B**) and *Hoxb1^-/-^* (**C**) E9.5 embryos. Inset displays higher magnification of the posterior heart region. Nuclei are stained with Dapi. RNA-FISH on sagittal sections for *Nppa* in *Hoxb1^+/-^* (**D**) and *Hoxa1*^-/-^;*Hoxb1^-/-^* (**E**) at stage E9.5. (**F**) Browser view of *Tnnt2* locus with RNA-seq profiles of *Hoxb1^-/-^* (green) and wild-type (WT) population (black). Data represent the merge of technical and biological replicates for each cell type. The *y*-axis scales range from 0 to 700 in normalized arbitrary units. (**G,H**) Browser view of *Nppa*, *Nppb* (**G**) and *Tnnt2* (**H**) loci with ATAC-seq on purified cardiac cells and ChIP-seq profiles of Hoxb1, Hoxa1 (De Kumar et al., 2017), Meis1 (Losa et al., 2017), Nkx2-5 (van den Boogaard et al., 2012), Mef2 (Akerberg et al., 2019), HDAC1 and HDAC2 (Whyte et al., 2012). (**I**) Constructs were co-transfected with Nkx2-5, Gata4, Hoxa1 and Hoxb1 expression vectors into Cos-7 cells. Luciferase activity was determined and normalized as fold over the reporter alone (mean ± SEM, n = 3, *p<0.05 for Nkx2-5 and Hoxb1 *versus* Nkx2-5, using ANOVA). (**J**) Luciferase reporter assays on the −633/+87 bp region of the *Nppa* promoter and the −497/+1 bp region of the *Tnnt2* promoter. Cos-7 cells co-transfected with Hoxa1 and Hoxb1 expressing vector or not were treated in the absence or presence of 30 nmol/l TSA. Bars represent mean ± SEM (n = 3). Statistical test was conducted using ANOVA (^*^p<0.05 for Hoxa1, Hoxb1 and TSA treatment versus Hoxb1 or TSA treatment). oft, outflow tract; lv, left ventricle; ra, right atrium.

**Figure 8—figure supplement 1.**
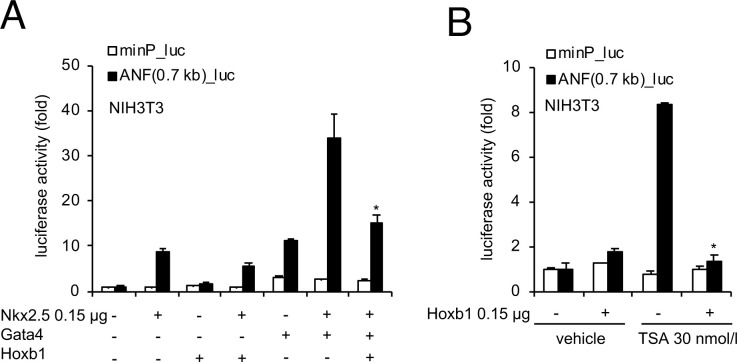
The 0.7 kb *Nppa* promoter is a functional target for Hoxb1. (**A**) Transient transfections were carried out with the 0.7 kb *Nppa* (ANF) promoter in NIH3T3 cells. Constructs were co-transfected with Nkx2-5, Gata4 and Hoxb1 expression vectors. Luciferase activity was determined and normalized as fold over the reporter alone (mean ± SEM, n = 3, *p<0.05 for Nkx2-5 and Hoxb1 *versus* Nkx2-5, using ANOVA). (**B**) Luciferase reporter assays on the 0.7 kb *ANF* promoter in presence of TSA. NIH3T3 cells co-transfected with and without a Hoxb1 expression vector were treated in the absence or presence of 30 nmol/l TSA. Bars represent mean ± SEM (n = 3). Statistical test was conducted using ANOVA (^*^p<0.05 for Hoxb1 and TSA treatment versus Hoxb1 or TSA treatment).

## Discussion

In this study, we characterize the transcriptional profile of subpopulations of SHF progenitor cells contributing to the forming heart and identify central roles of Hoxb1 in the posterior SHF. We report that forced activation of *Hoxb1* in the *Mef2c-AHF* lineage results in a hypoplastic right ventricle and show that Hoxb1 has a dual role in activating the posterior program of the SHF and inhibiting premature cardiac progenitor differentiation through the transcriptional repression of myocardial genes. Thus, Hoxb1 coordinates patterning and deployment of SHF cells during heart tube elongation and altered Hoxb1 expression contributes to CHD affecting both poles of the heart tube.

### Transcriptional profile and chromatin accessibility mapping of the posterior SHF

Here, we present the first analysis of open chromatin in purified SHF progenitor cells using the ATAC-seq method. Such datasets are important to understand the tightly regulated genetic networks governing heart development and to determine how these networks become deregulated in CHD. Integration with transcriptomes of sorted cardiac progenitor cells led us to the discovery of novel pSHF markers illustrating how this study provides a large dataset and multiple new avenues of investigation for the future. Among genes enriched in the *Hoxb1*-expressing progenitors we found several genes known to be important for the inflow tract development, including *Tbx5*, *Osr1*, *Foxf1*, *Bmp4, Wnt2*, and *Gata4*. Importantly, *Tbx5*, *Osr1*, *Foxf1*, and *Bmp4,* have also been implicated in DMP, which derives from both *Hoxb1* and *Mef2c-AHF*-lineages, (Zhou et al., 2017; Burns et al., 2016; Zhou et al., 2015; Hoffmann et al., 2014; Briggs et al., 2013; Xie et al., 2012). Our analysis of the double positive *Hoxb1^GFP^* (GFP+) and *Mef2c-Cre;Rosa^tdT^* (Tomato+) population at E9.5 showed an activation of *Osr1* and *Adlh1a2* transcripts, whereas both *Hoxb1* and *Tbx5* transcripts are weakly expressed (Figure 2K). These results suggest a progressive change in cell identity during SHF deployment to alternate cardiac poles.

### Hox genes are required for atrioventricular septation

Although recent single-cell RNA-seq analyses identified specific pSHF and aSHF clusters, the subpulmonary and DMP specific sub-populations have not yet been characterized, probably due to the restricted number of these progenitors (de Soysa et al., 2019; Pijuan-Sala et al., 2019). The DMP protrudes into the atrial lumen to contribute to the atrioventricular mesenchymal complex and muscular base of the atrial septum. Perturbation of DMP development in embryos mutant for transcription factors and signaling molecules regulating posterior SHF deployment results in AVSDs (De Bono et al., 2018; Rana et al., 2014; Briggs et al., 2012; Xie et al., 2012; Goddeeris et al., 2008). We observed that either *Hoxb1* or *Hoxa1;Hoxb1* loss of function leads to premature differentiation in the SHF. Importantly, premature myocardial differentiation in the SHF is known to contribute to defective DMP development and leads to AVSD (Goddeeris et al., 2008). Consistent with these observations we found AVSD with absence of the DMP in *Hoxa1^-/-^;Hoxb1^-/-^* mutant embryos, identifying Hox genes as upstream players in the etiology of this common form of CHD. Among the pSHF genes upregulated in *Hoxb1^GoF^;Mef2c-Cre* and downregulated in *Hoxb1^-/-^* mutant embryos were *Bmp4* and *Gata4* (Figure 5). Bmp4 is expressed in the DMP (Briggs et al., 2016; Burns et al., 2016; Sun et al., 2015; Briggs et al., 2013) and mutations in BMP4 and the BMP receptor Alk2 have been implicated in atrial septal defects and AVSDs (Smith et al., 2011). Similarly, Gata4 is required for DMP development and atrioventricular septation (Liao et al., 2008, Zhou et al., 2017).

### Hoxb1 is required to repress cardiac differentiation in the pSHF

Examination of ectopic expression of *Hoxb1* in the *Mef2c-Cre* derivatives showed a hypoplastic right ventricle phenotype. RNA-seq analysis showed that ectopic expression of *Hoxb1* results in mis-specification of the anterior program leading to the downregulation of genes involved in cardiac differentiation. Consistent results were observed in *Hoxb1^-/-^* mutant embryos where GO analysis showed upregulated genes related to ‘cardiac muscle tissue development’ and ‘muscle system process’. This aberrant gene program prompted us to hypothesize that Hoxb1 blocks the differentiation process by inhibiting activation of a set of myocardial genes. Our observations in the mES cell system confirmed the repressive function of Hoxb1 during cardiac differentiation. Consistent with our previous work, the present study suggests that *Hox* genes delay or repress the differentiation of cardiac progenitor cells, thus allowing them to participate in heart formation at the right time and coordinating progressive heart tube elongation. Interestingly, a small number of apoptotic cells were found to be present in the aSHF in *Hoxb1^GoF^;Mef2c-Cre* embryos (Figure 4N–Q). However, although we observed downregulation of cardiac differentiation markers after Dox treatment of mES^Tet-on/Hoxb1^ cells, no activation of the cell death program was detected in the beating EBs. These observations suggest a difference between the in vivo and in vitro models, which may be linked to culture conditions used for mES cells. Therefore, we speculate that the cell death within the aSHF could be due to lack of survival signals. Such survival signals may include FGFs since increase apoptosis of Isl1+ cardiac progenitor cells was reported in the double homozygous *Fgf8;Fgf10* mutants (Watanabe et al., 2010), and conditional *Fgf8^flox/-^* mutants (Park et al., 2006). Accordingly, our RNA-seq analysis revealed a significant downregulation of *Fgf10* mRNA level in *Hoxb1^GoF^;Mef2c-Cre* embryos (Figure 5A; p=0.005). In vitro analysis in conjunction with our RNA-seq analysis suggest that Hoxb1 may act as transcriptional repressor of structural myocardial genes. Hoxb1 activity on *Nppa* and *Tnnt2* promoters was consistent with our in vivo analysis. The 0.7 kb *Nppa* fragment is responsible for the developmental expression pattern of the *Nppa* gene and is itself regulated by Gata4 and Nkx2-5 (Habets et al., 2002). Our data provide molecular evidence that Hoxb1 functions to repress differentiation in the pSHF. Several studies have suggested that Hoxb1 plays a repressive role in differentiation of other cell types (Chen et al., 2012; Bami et al., 2011). Indeed, HOX transcription factors can function as activators or repressors (Mann et al., 2009; Saleh et al., 2000) raising the question of how gene activation versus repression is determined. Our analysis of ATAC-seq in pSHF population demonstrated overrepresentation of specific binding motifs. Several transcription factors known to bind to these motifs, including Nkx2-5, Gata4, Pbx1/2/3 and Meis1/2, have been previously associated with cardiac differentiation. Nkx2-5 cooperates with Hox factors to regulate the timing of cardiac mesoderm differentiation (Behrens et al., 2013). TEAD proteins regulate a variety of processes including cell proliferation survival and heart growth (Lin et al., 2016; von Gise et al., 2012). Unexpectedly, our results implicate TEAD proteins in activating regulatory genes and potentially promoting the proliferation/outgrowth of cardiac progenitors in the pSHF, where nuclear accumulation of the TEAD partners YAP/TAZ has been reported (Francou et al., 2017). The HOX protein family has been previously shown to interact other with homeodomain proteins, including the TALE-class Pbx and Meis family members (Lescroart and Zaffran, 2018). This further supports the conclusion that Hoxb1 uses cofactors to activate or repress cardiac genes. Repression is mediated by direct recruitment of repressor complexes, such as NuRD, or through maintenance of repressed chromatin states, such as those mediated by Polycomb complexes functioning in an HDAC complex (Schuettengruber and Cavalli, 2009). Several HOX proteins reportedly bind HAT or HDACs enzymes (Ladam and Sagerström, 2014; Saleh et al., 2000). Meis proteins promote HAT recruitment by displacing HDACs to permit HAT binding (Shen et al., 2001). Our results suggest that Meis proteins might thus modulate HAT/HDAC accessibility at Hox-regulated regulatory sequences to delay differentiation in the SHF. Indeed, a recent study using live imaging of cell lineage tracing and differentiation status suggests that there is a discrete temporal lag between the first and second waves of differentiation that form the mouse heart (Ivanovitch et al., 2017). Such a delay of differentiation is essential to orchestrate early cardiac morphogenesis. Hoxb1 may thus contribute to controlling this differentiation delay, in particular through maintaining pSHF progenitor cells in an undifferentiated state until they are added to the venous pole or the inferior wall of the outflow tract. Future work will define how *Hoxb1* expression is downregulated to release the cardiac differentiation process during SHF deployment.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background *Mus musculus*	C57Bl/6J	Charles River		
Genetic reagent *Mus musculus*	Hoxb1^GFP^	PMID:11076756	RRID:MGI:1928090	Mario Capecchi (HHMI)
Genetic reagent *Mus musculus*	Hoxb1^IRES-Cre^	PMID:12815623	RRID:MGI:2668513	Mario Capecchi (HHMI)
Genetic reagent *Mus musculus*	Tg(CAG-Hoxb1-EGFP)^1Sza^	PMID:30134070		
Genetic reagent *Mus musculus*	Mef2c-AHF-Cre	PMID:15253934	RRID:MGI:4940068	Brian Black (UCSF)
Genetic reagent *Mus musculus*	Gt(ROSA)26Sor^tm1Sor^(R26R)	PMID:9916792	RRID:MGI:1861932	
Genetic reagent *Mus musculus*	Gt(ROSA)26Sor^tm9(CAG-tdTomato)Hze^	PMID:20023653	RRID:MGI:3809523	
Genetic reagent *Mus musculus*	Mlc1v-nlacZ-24 or Fgf10^Tg(Myl3-lacZ)24Buck^	PMID:15217909	RRID:MGI:3629660	
Genetic reagent *Mus musculus*	Mlc3f-nlacZ-2^E^ or Tg(Myl1-lacZ)1Ibdml	PMID:15217909	RRID:MGI:5449224	
Gene (*Mus musculus*)	Hoxb1	*Mus musculus* genome resource	RRID:MGI:96182	
Antibody	Rabbit anti-GFP Polyclonal Antibody	Thermo Fisher Scientific	Cat# A-11122, RRID:AB_221569	IF (1:500)
Antibody	Rabbit anti-Hoxb1 Polyclonal Antibody	Covance	Cat# PRB-231P-100, RRID:AB_291592	IF (1:200)
Antibody	Mouse anti-αactinin Monoclonal Antibody	Sigma	A7732, RRID:AB_2221571	IF (1:500)
Antibody	Mouse anti-myosin Monoclonal Antibody	DHSB	Cat# MF 20, RRID:AB_2147781	IF (1:100)
Antibody	Rabbit anti- cleaved Caspase3 Polyclonal Antibdoy	Cell signaling Technology	Cat# 9661, RRID:AB_2341188	IF (1:300)
Antibody	Rabbit anti-phospho-Histone H3 Polyclonal Antibody	Millipore	Cat# 06–570, RRID:AB_310177	IF (1:400)
Antibody	Mouse anti-Islet1 Monoclonal Antibody	DSHB	Cat# 39.4D5, RRID:AB_2314683	IF (1:100)
Antibody	Rabbit anti-Tbx1 Polyclonal Antibody	LifeSpan	Cat# LS-C31179-100, RRID:AB_911118	IF (1:100)
Antibody	Goat anti-Tbx5 Polyclonal Antibody	Santa Cruz	Cat# sc-17866, RRID:AB_2200827	IF (1:250)
Antibody	Donkey anti-rat IgG (H+L) Alexa Fluor 488	Thermo Fisher Scientific	Cat# A-21208, RRID:AB_141709	IF (1:500)
Antibody	Donkey anti-Mouse IgG (H+L) Alexa Fluor 555	Thermo Fisher Scientific	Cat# A-31570, RRID:AB_2536180	IF (1:500)
Antibody	Goat anti-rabbit IgG (H+L) Alexa Fluor 647	Thermo Fisher Scientific	Cat# A-21244, RRID:AB_2535812	IF (1:500)
Sequence-based reagent	mm-Hoxb1-C1 *Mus musculus*	Acdbio	541861	RNA-FISH probe
Sequence-based reagent	mm-Nppa *Mus musculus*	Acdbio	418691	RNA-FISH probe
Sequence-based reagent	mm-Bmp4-C1 *Mus musculus*	Acdbio	401301	RNA-FISH probe
Sequence-based reagent	mm-Gata4 *Mus musculus*	Acdbio	417881	RNA-FISH probe
Sequence-based reagent	mm-Aldh1a2 *Mus musculus*	Acdbio	447391	RNA-FISH probe
Sequence-based reagent	mm-eGFP-C3	Acdbio	400281	RNA-FISH probe
Sequence-based reagent	mm-Isl1 *Mus musculus*	Acdbio	451931	RNA-FISH probe
Sequence-based reagent	mm-Nr2f2-C3 *Mus musculus*	Acdbio	480301	RNA-FISH probe
Sequence-based reagent	mm-tdTomato-C3	Acdbio	317041	RNA-FISH probe
Sequence-based reagent	mm-Tbx1-C1 *Mus musculus*	Acdbio	481911	RNA-FISH probe
Sequence-based reagent	mm-Tbx5-C2 *Mus musculus*	Acdbio	519581	RNA-FISH probe
Sequence-based reagent	mm-Osr1-C2 *Mus musculus*	Acdbio	496281	RNA-FISH probe
Commercial assay or kit	RNAscope Multiplex Fluorescent v2 Assay	Acdbio	323110	
Commercial assay or kit	Ovation RNAseq v2 kit	NuGEN	7102–08	RNA-seq
Commercial assay or kit	AffinityScript Multiple Temperature cDNA synthesis kit	Agilent	600107	cDNA synthesis kit
Commercial assay or kit	Master Mix PCR Power SYBR Green	ThermoFisher	4334973	qPCR
Commercial assay or kit	NucleoSpin RNA XS	Machery-Nagel	740902.50	RNA extraction
Recombinant DNA reagent	pNppa(−633/+87)-Luc (plasmid)	PMID:12023302		Vincent Christoffels (Amsterdam University Medical Center)
Recombinant DNA reagent	pTnnT2(−497/+1)-Luc (plasmid)	PMID:12023302		Vincent Christoffels (Amsterdam University Medical Center)
Cell line (Cercopithecus aethiops)	Cos-7	ATCC	RRID:CVCL_0224 CRL-1651	
Cell line *Mus musculus*	NIH3T3	ATCC	RRID:CVCL_0594 CRL-1658	
Cell line *Mus musculus*	mES^Tet-On/Hoxb1^	PMID:18499896		Anthony Gavalas (Technische Universitat Dresden)
Sequence-based reagent	Bmp4-FW	This paper	qPCR primers	TTCCTGGTAACCGAATGCTGA
Sequence-based reagent	Bmp4-Rev	This paper	qPCR primers	CCTGAATCTCGGCGACTTTTT
Sequence-based reagent	Bag3-Fw	This paper	qPCR primers	GCCCTAAGGACACTGCATCTT
Sequence-based reagent	Bag3-Rev	This paper	qPCR primers	GCTGGGAGTAGGCATGGAAA
Sequence-based reagent	Bak1-Fw	This paper	qPCR primers	CCTTCTGAACAGCAGGTTGC
Sequence-based reagent	Bak1-Rev	This paper	qPCR primers	GACCCACCTGACCCAAGATG
Sequence-based reagent	Dapk1-Fw	This paper	qPCR primers	GAGGTGGTGGCTGCGTC
Sequence-based reagent	Dapk1-Rev	This paper	qPCR primers	CGCAGACCTCCGGTCC
Sequence-based reagent	GFP-Fw	This paper	qPCR primers	CGACGTAAACGGCCACAAGTT
Sequence-based reagent	GFP-Rev	This paper	qPCR primers	TTGATGCCGTTCTTCTGCTTGT
Sequence-based reagent	Hoxa1-Fw	This paper	qPCR primers	AGAAACCCTCCCAAAACAGG
Sequence-based reagent	Hoxa1-Rev	This paper	qPCR primers	TTGTTGAAGTGGAACTCCTTCTC
Sequence-based reagent	Hoxb1-Fw	This paper	qPCR primers	AAGAGAAACCCACCTAAGACAGC
Sequence-based reagent	Hoxb1-Rev	This paper	qPCR primers	TGAAGTTTGTGCGGAGACC
Sequence-based reagent	Hprt-Fw	This paper	qPCR primers	TGTTGGATATGCCCTTGACT
Sequence-based reagent	Hprt-Rev	This paper	qPCR primers	GATTCAACTTGCGCTCATCT
Sequence-based reagent	Isl1-Fw	This paper	qPCR primers	GCAACCCAACGACAAAACTAA
Sequence-based reagent	Isl1-Rev	This paper	qPCR primers	CCATCATGTCTCTCCGGACT
Sequence-based reagent	Nppa-Fw	This paper	qPCR primers	CACAGATCTGATGGATTTCAAGA
Sequence-based reagent	Nppa-Rev	This paper	qPCR primers	CCTCATCTTCTACCGGCATC
Sequence-based reagent	Nppb-Fw	This paper	qPCR primers	GTCCAGCAGAGACCTCAAAA
Sequence-based reagent	Nppb-Rev	This paper	qPCR primers	AGGCAGAGTCAGAAACTGGA
Sequence-based reagent	Nr2f2-Fw	This paper	qPCR primers	CCTCAAAGTGGGCATGAGAC
Sequence-based reagent	Nr2f2-Rev	This paper	qPCR primers	TGGGTAGGCTGGGTAGGAG
Sequence-based reagent	Osr1F-Fw	This paper	qPCR primers	AGAAGCGTCAGAAGTCTAGTTCG
Sequence-based reagent	Osr1R-Rev	This paper	qPCR primers	GGAACCGCAATGATTTCAA
Sequence-based reagent	Parp1-Fw	This paper	qPCR primers	AGGGCTGCCTGGAGAAGATA
Sequence-based reagent	Parp1-Rev	This paper	qPCR primers	TCGTCCCGCTTCTTGACAAA
Sequence-based reagent	Raldh2-Fw	This paper	qPCR primers	CATGGTATCCTCCGCAATG
Sequence-based reagent	Raldh2-Rev	This paper	qPCR primers	GCGCATTTAAGGCATTGTAAC
Sequence-based reagent	Tbx5-Fw	This paper	qPCR primers	CCCGGAGACAGCTTTTATCG
Sequence-based reagent	Tbx5-Rev	This paper	qPCR primers	TGGTTGGAGGTGACTTTGTG
Sequence-based reagent	Trp53-Fw	This paper	qPCR primers	AGTATTTCACCCTCAAGATCCGC
Sequence-based reagent	Trp53-Rev	This paper	qPCR primers	GGAGCTAGCAGTTTGGGCTT

### Mice

All animal procedures were carried out under protocols approved by a national appointed ethical committee for animal experimentation (Ministère de l’Education Nationale, de l’Enseignement Supérieur et de la Recherche; Authorization N°32–08102012). The *Hoxb1^GFP^, Hoxb1^IRES-Cre^* alleles and the *Tg*(*CAG-Hoxb1-EGFP)^1Sza^* transgene (*Hoxb1^-^* and *Hoxb1^GoF^* respectively) have been previously described (Zaffran et al., 2018; Gaufo et al., 2000). The reporter lines *Gt(ROSA)26Sor^tm1Sor^* (*R26R*), *Gt(ROSA)26Sor^tm9(CAG-tdTomato)Hze^ (Rosa^tdTomato^)* have been previously described (Madisen et al., 2010; Soriano, 1999). The *Mef2c-AHF-Cre (AHF: Anterior Heart Field; Mef2c-Cre), Mlc1v-nlacZ-24* and *Mlc3f-nlacZ-2E* mice have been previously described (Verzi et al., 2005; Zaffran et al., 2004; Kelly et al., 2001). *Hoxb1^GoF/+^* mice were maintained on a C57Bl/6 background and inter-crossed with *Mef2c-Cre* with or without *Mlc1v24* to generate compound heterozygous embryos at a Mendelian ratio.

### Cell culture

Mouse ES^Tet-On/Hoxb1^ ES lines were generated by the Gavalas laboratory (Gouti and Gavalas, 2008). ES cells were cultured on primary mouse embryonic fibroblast feeder cells. ES cells medium was prepared by supplementing GMEM-BHK-21 (Gibco) with 7.5% FBS, 1% non-essential amino acids, 0.1 mM beta-mercaptoethanoland LIF conditioned medium obtained from pre-confluent 740 LIF-D cells that are stably transfected with a plasmid encoding LIF (Zeineddine et al., 2006). For cardiac differentiation, ES cells were re-suspended at 2.5 × 10^4^ cells/ml in GMEM medium supplemented with 20% fetal calf serum, 1% non-essential amino-acids, and 0.1 mM beta-mercaptoethanol in hanging drops (22 μl) plated on the inside lids of bacteriological dishes. After 48 hr EBs were transferred in 10 ml medium to 10 cm bacteriological dishes. At day 5 EBs were plated on tissue culture dishes coated with gelatin, allowed to adhere. Expression of Hoxb1 was induced by addition of doxycycline (DOX) (Sigma - 1 or 0.2 μg/ml) from day four to the end of the experiment. The medium was changed every two days.

### Cell sorting

E9.5 (16s) transgenic progenitor heart regions were dissected, pooled (n > 3 embryos for each genotype) and digested with 0.25% Trypsin/EDTA (Invitrogen), neutralized in DMEM (Invitrogen) containing 5% FBS and 10 mmol/L HEPES (Invitrogen), rinsed and resuspended in PBS, and passed through a 70 mm nylon cell strainer (Falcon). Samples were sorted on a FacsAria flow cytometer (BD) using FACSDiva 8.0.1 software. Samples were gated to exclude debris and cell clumps. The number of E9.5 *Hoxb1^GFP^* progenitor cells and *Mef2c-Cre;Rosa^tdT^* progenitor cells per embryo obtained were typically 600 to 900, respectively. Fluorescent cells were collected into PBS and processed for RNA extraction or ATAC-seq.

### Histological and immunostaining

Standard histological procedures were used (Roux et al., 2015). Heart from *Hoxb1^GoF^;Mef2c-Cre* and littermate controls were fixed in neutral-buffered 4% paraformaldehyde in PBS, rinsed, dehydrated, paraffin-embedded and tissue sections cut at 8 μm. Sections were stained with Harris’ hematoxylin and eosin (H and E) (Sigma). For immunostaining embryos from *Hoxb1^-/-^* or *Hoxb1^GoF^;Mef2c-Cre* and littermate controls were fixed at 4°C for 20 min in 4% paraformaldehyde, rinsed in PBS, equilibrated to 15% sucrose and embedded in O.C.T. Cryo-sections were cut at 12 μm, washed in PBS and pre-incubated in blocking solution (1%BSA, 1% Serum, 0.2% Tween20 in PBS). Primary antibodies were applied overnight at 4°C, followed by secondary detection using Alexa Fluor conjugated (Molecular Probes) secondary antibodies. Sections were photographed using an AxioImager Z2 microscope (Zeiss) and photographed with an Axiocam digital camera (Zen 2011, Zeiss).

The following primary antibodies were used in this study: rabbit anti-Hoxb1 (Covance; 1/200), rabbit anti-GFP (Life Technologies; 1/500), mouse anti-αactinin (sigma; 1/500), mouse anti-MF-20 (DHSB; 1/100), Rabbit anti-Caspase3 (Cell Signaling Technology, 1/300), rabbit anti-phospho-Histone H3 (Millipore; 1/400), and mouse anti-Islet1 (DSHB; 1/100), rabbit anti-Tbx1 (Isbio Ls-C31179, 1/100), goat anti-Tbx5 (Santa Cruz sc-7866, 1/250).

### X-gal staining

X-gal staining was performed on whole-mount embryos as previously described (Roux et al., 2015). For each experiment, a minimum of three embryos of each genotype was observed. Embryos were examined using an AxioZoom.V16 microscope (Zeiss) and photographed with an Axiocam digital camera (Zen 2011, Zeiss).

### In situ hybridization

Whole-mount in situ hybridization (WISH) was performed as previously described (Roux et al., 2015). The riboprobe used in this study was *Mlc2v*. For WISH, hybridization signals were detected by alkaline phosphatase (AP)-conjugated anti-DIG antibodies (1/2000; Roche), followed by color development with NBT/BCIP (magenta) substrate (Promega). After staining, the samples were washed in PBS and post-fixed.

RNA-FISH was performed according to the protocol of the RNAscope Multiplex Fluorescent v2 Assay (Acdbio; cat. no.323110), which detects single mRNA molecules. In briefly, E8.5 and E9.5 embryos were fixed for 20–30 hr in 4% paraformaldehyde and then dehydrated in methanol. Whole-mount RNA-FISH was performed as previously described (de Soysa et al., 2019). Embryos were imaged using an AxioZoom.V16 microscope (Zeiss). The following probes were used: mm-*Hoxb1*-C1 (Acdbio; cat no. 541861), mm-*Nppa* (cat no. 418691), mm-*Bmp4*-C1 (cat no. 401301), mm-*Gata4* (cat no. 417881), mm-*Aldh1a2* (cat no. 447391), mm-e*GFP*-C3 (cat no. 400281), mm-*Isl1* (cat no. 451931), mm-*Nr2f2*-C3 (cat no. 480301), mm-*tdTomato*-C3 (cat no. 317041), mm-*Tbx1*-C1 (cat no. 481911), mm-*Tbx5*-C2 (cat no. 519581), and mm-*Osr1*-C2 (cat no. 496281).

### ATAC-seq

For each sample, 10,000 FACS-sorted cells were used (n > 3 embryos for each genotype). Cell preparation, transposition reaction, and library amplification were performed as previously described (Buenrostro et al., 2013). Paired-end deep sequencing was performed using a service from GenomEast platform (IGBMC, Strasbourg).

Processing of ATAC-sequencing data and statistical analysis. Raw ATAC-Seq reads were aligned with the SNAP aligner (http://snap.cs.berkeley.edu/) on the reference GRCm38 mouse genome. Deduplicated reads were marked and, following ENCODE specifications (https://www.encodeproject.org/atac-seq/), unmapped, not primarily aligned, failing platform and duplicated reads were removed using samtools (-F 1804). Properly paired reads were kept (samtools -f 2). Finally, reads mapping blacklisted regions for mouse genome mm10 provided by ENCODE (Carroll et al., 2014) were excluded from the analysis.

To evaluate reproducibility between replicates and retain peaks with high rank consistency, we applied the Irreproducible Discovery Rate (IDR; https://f1000.com/work) methodology from ENCODE. Only peaks with an IDR value lower than 0.1 were retained.

Narrow peaks were called with MACS 2.1.1. (https://f1000.com/work) BigWig files were generated from bedGraph files to visualize fold enrichment and *p*-value for all regions within UCSC genome browser.

A Volcano Plot was used to represent peaks in function of the log_2_ ratio between two conditions, and the adjusted *p*-value scaled as -log10. A peak located on the upper right part of the plot corresponds to a significantly strongly enriched peak in the GFP+ (*Hoxb1-GFP*) population.

A MA plot (log_2_ fold change vs. mean average) was used to visualize changes in chromatin accessibility for all peaks. MA plot depicts the differences between ATAC-seq peaks in the experimental samples by transforming the data onto M (log ratio) and A (mean average) scales, then plotting these values. Differential chromatin accessibility is expressed as a log fold change of at least two folds and a *p*-value of <0.1 and reveals the relative gain of chromatin regions in GFP+ cells (above the 0 threshold line) as compared to the gain in the Tomato+ cells (below the 0 threshold line).

Differential peaks between GFP+ (*Hoxb1-GFP*) and Tomato+ (*Mef2c-Cre;Rosa^tdT^*) samples were identified using a bed file containing selected peaks from IDR methodology and the DiffBind R package (10.18129/B9.bioc.DiffBind). Peaks with FDR (False Discovery Rate) at 10% were kept.

Differential peaks were annotated using the HOMER^7^ software and genes in the vicinity of peaks (+ / - 150 kb from summit) were selected.

In order to perform motif analysis, we generated a Fasta file containing all sequences surrounding peak summits (+ / - 200 bp) and used the HOMER findMotifsGenome feature. Known and de novo motifs were identified. All possible order-3 combinations motifs were generated for each known and de novo motifs. To assess enrichment of motifs combinations, *p*-values were computed using 20,000 random sequences of 400 bp from the mouse genome. Fisher’s exact test was applied to compare random and peaks sequences.

### RNA-seq

Total RNA was isolated from the pharyngeal region and sorted cells with NucleoSpin RNA XS (Macherey-Nagel) following the protocol of the manufacturer. cDNA was generated and amplified with the Ovation RNAseq v2 kit (NuGEN). Briefly, 2 ng of total RNA were used for mixed random-/polyA-primed first-strand cDNA synthesis. After second strand synthesis, the double-stranded cDNA was amplified by single primer isothermal amplification, and the amplified cDNA was bead-purified (AmpureXP, Beckman-Coulter). Paired-end deep-transcriptome sequencing was performed using a service from GenomEast platform (IGBMC, Strasbourg).

E9.5 *Mef2c-Cre:Rosa^tdTomato^* and *Hoxb1^GFP^* embryos were dissected on ice-cold PBS to isolate the SHF and cells were FACS. After FACS Tomato+ and Tomato- as well as GFP+ and GFP- cells were homogenized in Trizol (Invitrogen) using a Tissue-lyzer (Qiagen). RNA was isolated from pharyngeal region of E8.5 wild-type and *Hoxb1^-/-^*, and E9.5 control and *Hoxb1^GoF^;Mef2c-Cre* embryos (n = 3 embryos per each genotype). RNAs of each genotype were pooled to obtain one replicate. RNA was prepared using the standard Illumina TrueSeq RNASeq library preparation kit. Libraries were sequenced in a Hiseq Illumina sequencer using a 50 bp single end elongation protocol. For details of analyses of RNA-seq data see Supplementary file 1. Resulting reads were aligned and gene expression quantified using RSEM v1.2.3 (Li and Dewey, 2011) over mouse reference GRCm38 and Ensembl genebuild 70. Gene differential expression was analyzed using EdgeR R package (McCarthy et al., 2012; Robinson et al., 2010). Genes showing altered expression with adjusted p<0.05 were considered differentially expressed. For the set of differentially expressed genes a functional analysis was performed using Ingenuity Pathway Analysis Software and DAVID (Huang et al., 2009), and some of the enriched processes were selected according to relevant criteria related to the biological process studied.

### RNA-Seq data processing

Raw RNA-seq reads were aligned using the STAR aligner version 2.5.2 (Dobin et al., 2013) on the reference GRCm38 mouse genome. Coverage visualization files (WIG) were generated with the STAR aligner software and were converted into BigWig files using UCSC wigToBigWig files to allow their visualization within the UCSC genome Browser.

In parallel, transcripts abundance was computed using HTSEQ-count 0.9.1 (Anders et al., 2015) and the background was estimated through read counts from intergenic regions using windows of 5 kb length.

Normalization and differential gene expression analysis between conditions were performed using R (R version 3.3.4) and DESEQ2 (Love et al., 2014).

For each sample, genes with null expression were removed and we set the 95th percentile of the intergenic read counts as the threshold of detection (log_2_(normalized count + 1)). Heatmap were generated with the Pheatmap R package.

### Functional annotation

For RNA-seq and ATAC-seq, genes lists were annotated with the ClusterProfiler (Yu et al., 2012) system. Circos plots were generated with Goplot package (Walter et al., 2015).

### In vitro reporter assays

Luciferase reporter constructs were co-transfected with expression constructs for human *HOXB1*, *GATA4* (Stefanovic et al., 2014; Singh et al., 2009) and *NKX2-5* (Singh et al., 2009). Cos-7 (ATCC CRL-1651) and NIH3T3 (ATCC CRL-1658) cell lines were culture in DMEM high glucose (4.5 g/L, D-glucose, 4 nM L-Glutamine, 1 mM sodium pyruvate, 10% fetal calf serum). Plasmid transfection was performed using PEI (Polyethylenimine) transfection reagent. 24 hr after transfection, cell extracts and luciferase assays were performed following the protocol of the manufacturer (Promega). Mean luciferase activities and standard deviations were plotted as fold activation when compared with the empty expression plasmid. Cos-7 and NIH3T3 are a fibroblast-like cell lines suitable for transfection. Their mycoplasma contamination status resulted negative.

### Quantitative RT-PCR analysis

Total RNA was isolated from pharyngeal regions and sorted cells with NucleoSpin RNA XS (Macherey-Nagel) following the protocol of the manufacturer. cDNA was generated using the AffinityScript Multiple Temperature cDNA synthesis kit (Agilent). The expression level of different genes was assessed with quantitative real-time PCR. LightCycler 480 SYBR Green I Master mix (Thermo Fisher Scientific) was used for quantitative real-time qRT-PCR analysis with a LightCycler 480 (Roche Diagnostics) following the manufacturer’s instructions. All primers are described in the Key Resources Table. Values were normalized to HPRT expression levels.

### Statistics

Statistical analyses were performed using unpaired two-tailed t-test to assess differences between two groups. Data are presented as mean ± SD. A *p*-value of <0.05 was considered significant.

## Data Availability

Sequencing data have been deposited in Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE123765 (ATAC-seq on GFP+ and Tomato+ cells); GSE123771 (RNA-seq on GFP+ and Tomato+ cells); GSE123772 (RNA-seq on Hoxb1GoF vs. control embryos) and GSE123773 (RNA-seq on Hoxb 1-/- vs. wild-type embryos). Further data has been included in the supporting files and source data files have been provided for Figures 2 and 3. The following datasets were generated: StefanovicSDesvignesJPZaffranS2020Subpopulations second heart field ATAC-seqNCBI Gene Expression OmnibusGSE123765 StefanovicSDesvignesJPZaffranS2020Subpopulations second heart field RNA-seqNCBI Gene Expression OmnibusGSE123771 StefanovicSDesvignesJPZaffranS2020Hoxb1 LoF RNA-seqNCBI Gene Expression OmnibusGSE123773

How the deposited data were processed for this re-analysis (not part of the article)

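The deposited ATAC-seq files cover 7 libraries of sorted cells from E9.5 embryos, 2 of GFP+ and 2 of GFP- cells of the Hoxb1-GFP line, and 2 of Tomato+ cells and 1 of Tomato- cells of the *Mef2c-Cre;Rosa tdT* line. The RNA-seq of these populations and the ATAC-seq of *Hoxb1 GoF* embryos were not analysed here. The gene expression table in the supplement was at hand only in part and the list of Tomato+ peaks was not used, so no set test was run on either.

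The authors aligned reads with SNAP to GRCm38, removed unmapped, secondary, duplicate and improperly paired reads and blacklisted regions, and called narrow peaks in each library. The methods name MACS 2.1.1. The header kept with Tomato+ replicate 6 names an earlier release of MACS 2.1.0, no control library, a p-value limit of 0.01, an extension of each tag to 73 bp after a shift of 37 bp towards its 3' end, and duplicates kept at this step. A shift towards the 3' end places the extended interval downstream of the transposase cut site and not around it, which can move summits and widen or split peaks. The other deposited lists carry no header, but share the minimum peak length of 73 bp and the lowest -log10 p of 2. The pileup is the coverage signal at the summit that the authors deposited, not scaled to depth, and grows with the number of tags. The fold enrichment is the authors' ratio of pileup to local background within a library. The deposited -log10 p-value and -log10 q-value are those of MACS within a library, so they also grow with depth. Replicates were not pooled in these files. Multiple summits of a peak were collapsed to the summit with the smallest p.

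The number of tags per library was computed from the smallest background rate in each list, an extension of 73 bp and an effective genome size of 1870000000 bp. It was between 52340120 and 93074895. For Tomato+ replicate 6 it matched the header's count of tags to 3 digits. The tag length in that header is 49 bp. Precision of shares is given as 95% Wilson confidence intervals, which cover counting error only.

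Regions of a population are peaks paired by at least 1 bp between its replicates with an IDR below 0.1. No IDR program was at hand, so the copula mixture was fitted by own code, tested on 70000 simulated pairs, of which 86.1% of the reproducible pairs were recovered and 10.00% of the calls were false. Overlap counting was tested on 20000 simulated intervals, motif tests on 20 simulated draws, of which each was called with a planted site and none without, and copy counting on 5 positions of a simulated genome, which returned the planted copies. The regions of GFP+ and Tomato+ libraries were merged and called GFP+ only, Tomato+ only or common. Strictly exclusive regions hold no deposited peak in either library of the other population. The DiffBind test on read counts was not repeated, because the peak lists hold no read counts over a shared set of peaks.

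TSSs are those of 44322 curated RefSeq transcripts in the GRCm38.p6 annotation. Promoter shares and peaks in sort-negative libraries were compared by two-sided Fisher's exact tests, the chromosome 1 share by a two-sided exact binomial test, and motifs by one-sided Fisher's exact tests with Benjamini-Hochberg adjustment. Common regions were matched to population-only regions in bins of 2% GC. For a population left with 1 library, the common regions were too few to fill all bins. Its GC content was then not fully matched. Genome copies were counted as the median over 31-mers starting every 5 bp within 50 bp of the summit or of the listed position's centre, and at least 2 copies were called repeated sequence. Motif tests of the paper's list used sequences around the listed centres. Their background was GC-matched common regions around summits, also for the single-copy positions. Of all common regions, 31.4% lie in repeated sequence. The local background is the MACS background of a peak divided by the genome background of its list.

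Positions at *Hoxb1*, *Aldh1a2* and *Sema3c* are from Supplementary file 2, whose GFP+ sheet holds 1285 lines, 1284 of them positions and 1 a header annotated as a peak. The *Foxf1a* and *Mef2c* elements were placed by eye from Figure 3-figure supplement 1F. The genes reported are those of a list drawn up from the paper, and the 3 strictly exclusive regions of each population with the highest fold enrichment. These choices, the tests and most alternatives were set before the data were examined. The alternatives were an IDR below 0.05, q at most 0.01 or 0.0001 in both replicates, the 30000 peaks with the smallest p, an overlap of 50% of the shorter interval, a promoter window of 500 bp on either side, motif windows of 100 bp, all common regions as motif background, and leaving out each GFP+ or Tomato+ library. With a library left out, q at most 0.01 took the place of the IDR limit in both populations. *Eya1*, named with ATAC-seq profiles in Figure 5-figure supplement 2E, was not on the list and was not looked up. Regions in single-copy sequence, the sort-negative tests in strictly exclusive regions, motif combinations, the counts of HOX and PBX matches that share no base, the scan of local background and the wider *Foxf1a* interval were added after seeing the data.

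Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0, numba 0.67.0 and matplotlib 3.10.9.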

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

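The paper does not report on the sort-negative libraries. The tests on them were set before the data were examined, except those on repeated or single-copy sequence and in strictly exclusive regions.

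GFP- replicate 2 had a peak (q at most 0.01) in 61.5% of GFP+ only regions and 55.9% of Tomato+ only regions, an odds ratio of 1.26 (two-sided Fisher's exact test, p = 2.3e-11). Tomato- replicate 7 showed the opposite, with 64.2% and 72.5% (odds ratio 0.678, Fisher's exact test, p = 7.6e-26). GFP- replicate 1 showed no difference, with 59.2% and 58.6% (odds ratio 1.03, Fisher's exact test, p = 0.456). A tilt of each sort-negative library towards its own line is what a difference of mouse line, stage or batch would give, and cells sorted as negative that resemble the sorted population would give it too. In single-copy sequence GFP- replicate 1 tilted towards its own line too (odds ratio 1.11, Fisher's exact test, p = 0.01996), but not in strictly exclusive regions (0.855, Fisher's exact test, p = 0.190). In these sets the odds ratio stayed above 1 in GFP- replicate 2 (1.24 and 1.69) and below 1 in Tomato- replicate 7 (0.692 and 0.553). That GFP- replicate 1 tilted in single-copy sequence and in no other setting that kept both replicates leaves open whether line or batch contributes, and since each population came from its own line these explanations cannot be told apart.

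Peaks in repeated sequence lay on chromosome 1 far more often than peaks in single-copy sequence, in the sort-negative libraries too. The chromosome 1 share of peaks in repeated sequence was 17.7% and 18.8% in GFP- replicates 1 and 2 and 15.9% in Tomato- replicate 7, against 6.74%, 6.64% and 6.41% of peaks in single-copy sequence. In the GFP+ libraries it was 18.4% and 19.2%, and in the Tomato+ libraries 16.1% and 15.8%. The lowest share over the 7 libraries, 15.8%, was above the upper confidence limit for single-copy peaks in each of them. The excess was thus found in GFP+, Tomato+ and sort-negative cells, and reads of repeated sequence placed on chromosome 1 by the alignment are a candidate explanation. A genome with more copies of these repeats on chromosome 1 would look the same, and no biological explanation was tested. All 4 libraries of the Hoxb1-GFP line had higher shares than the 3 of the *Mef2c-Cre;Rosa tdT* line, a difference found by looking and not tested.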

How the results depend on the processing

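Settings were fixed before the data were examined, except those restricted to single-copy sequence and the sort-negative tests in strictly exclusive regions. The motif combinations and the counts of HOX and PBX matches that share no base were also chosen after seeing the data. The GFP+ only count exceeded the Tomato+ only count in each setting that kept both replicates. No paired analysis was possible because the populations share no replicate numbers.

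The GFP+ only and Tomato+ only regions fell to 5011 and 3402 at q at most 0.0001 and to 4610 and 3191 with the 30000 strongest peaks, settings that keep fewer peaks by construction. In single-copy sequence 3619 Tomato+ only regions remained of all 5988. GFP+ only regions ranged from 5940 to 41599 and Tomato+ only regions from 4547 to 38995 across the 4 settings that each left out 1 library. A population with a single library has no replicate to filter its peaks. These settings used q at most 0.01, where 8842 GFP+ only and 6720 Tomato+ only regions were found with both replicates. Without GFP+ replicate 3 or 4 there were 40316 and 41599 GFP+ only regions, and without Tomato+ replicate 6 or 8 there were 32610 and 38995 Tomato+ only regions. The common regions ranged from 16464, in single-copy sequence, to 29195 and stayed within 1.5 times the main count.

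Strictly exclusive regions numbered 2296 in GFP+ and 1824 in Tomato+ when only peaks with q at most 0.01 counted in the other population, and 356 and 226 at an IDR below 0.05. Replicate overlap in GFP+ and Tomato+ was 30.8% and 31.6% with all deposited peaks, 74.0% and 70.6% at q at most 0.0001, 76.9% and 72.0% with the 30000 strongest peaks and 50.5% and 50.6% when the overlap had to cover 50% of the shorter peak. In single-copy sequence the paper's list shrank to 505 positions, of which 488 overlapped peaks in both GFP+ libraries and 359 a Tomato+ peak. The chromosome 1 share of the list stayed above that of the comparison in each setting, at 8.71% against 6.39% in single-copy sequence (two-sided exact binomial test, p = 0.0363).

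The promoter odds ratio ranged from 0.576 to 2.56 across the 4 settings that left out 1 library, and was below 1 without either GFP+ library, where the GFP+ regions come from 1 list. For peaks in the sort-negative libraries the odds ratio ranged in the same way from 0.260 to 5.23 in GFP- replicate 1, from 0.306 to 5.76 in GFP- replicate 2 and from 0.178 to 4.22 in Tomato- replicate 7, so these 4 settings decide nothing about direction. For GFP- replicate 1 it was also 0.990 at an IDR below 0.05, 0.855 in strictly exclusive regions (Fisher's exact test, p = 0.190) and 1.11 in single-copy sequence, where it passed 0.05 (Fisher's exact test, p = 0.01996); the cause was not tested.

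Between 4 and 9 motifs passed an adjusted p of 0.05, against 6 in the main setting. All 9 passed only without GC matching, where only the background sequences changed. Of the 6 GFP+ motifs tested in the paper's list, 6 passed in all listed positions and 4 in those of single-copy sequence. Odds ratios changed sides for MEIS in the listed positions of single-copy sequence (0.904), for RUNX within 100 bp of the summit (0.930), at an IDR below 0.05 (0.964) and with the 30000 strongest peaks (0.995), for TEAD in Tomato+ within 100 bp (0.953), at an IDR below 0.05 (0.990) and with the 50% overlap (0.988), and for LHX against all common regions (1.37); the cause was not tested. With 1 library left out, they also changed sides for RUNX without Tomato+ replicate 6 (0.979) or 8 (0.986) and for LHX without Tomato+ replicate 8 (1.01), where the Tomato+ regions come from a single list. Besides the results that changed sides with both replicates kept, 6 motif results became weaker, 5 stronger and 11 moved, these 11 including the RUNX values without a Tomato+ library. Sequences with HOX, PBX and TEAD fell from 31 to 0, and those with HOX, PBX and NKX from 15 to 2, when HOX and PBX matches had to share no base. Peaks at the named loci numbered 135 of 196 combinations of locus and library, and 108 at q at most 0.01.

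The libraries with the fewest tags, Tomato+ replicate 6 (52340120) and GFP+ replicate 3 (59435263), had 248015 and 291287 deposited peaks, more than the 187914 to 208769 of the 3 with the most tags, while the library with the most tags, Tomato- replicate 7 (93074895), had the most peaks with q at most 0.01 (77746 against 64306 to 72289 in the other 6). Whether depth decides the calls near the threshold was not tested.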

Differences from the paper's values

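The paper reports 1285 peaks exclusive to the GFP+ population, where 8035 regions were GFP+ only here and 780 were strictly exclusive. For the GFP+ only regions, none of the alternatives set before the data were examined came within 1.5 times the paper's number. For strictly exclusive regions, 915 were found when an overlap had to cover 50% of the shorter peak, which is within 1.5 times the paper's 1285, while 2296 (q at most 0.01 in the other population) and 356 (IDR below 0.05) were not. The paper gives 3.5% of peaks as exclusive to the GFP+ population, against 21.1% here and between 8.26% and 55.7% across the alternatives.

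For the Tomato+ population Figure 3B shows about 580 peaks, read by eye, against 5988 Tomato+ only regions, and no alternative set before the data were examined closed the gap. The strictly exclusive regions, at 589, were within 1.5 times that number, as were the 666 with the 50% overlap, but not the 1824 or the 226 of the other settings. The figure gives about 1.6% for the Tomato+ population, against 15.8% here and no less than 6.20% in any alternative. The paper states that approximately 94% of peaks are common, against 63.1% here, which is within 1.5 times; the largest share in any setting was 69.4%, with the 30000 strongest peaks, and leaving out 1 library gave 37.8% to 43.1%, more than 1.5 times below. The paper's methods test read counts at shared peaks, which was not repeated.

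The paper describes replicates as highly reproducible. Replicates shared 52.3% and 52.4% of their peaks with q at most 0.01, and pairs across populations 50.3% to 53.6%. With the 30000 strongest peaks the GFP+ replicates, at 76.9%, shared more than any pair across populations, and the Tomato+ replicates, at 72.0%, did not. Of the positions the paper lists as exclusive to GFP+, 1001 of 1284 overlapped a Tomato+ peak.

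The paper places open chromatin at *Mef2c*-F6 in the Tomato+ and not in the GFP+ population, whereas both GFP+ libraries had a peak there, in the top 3.25% and 6.46% of their lists. The median local background there was 6.86 and 3.04 times the genome background in Tomato+ replicates 6 and 8. In GFP+ replicates 3 and 4 it was 1.21 and 1.20 times. A higher local background lowers the fold enrichment, so these ranks do not exclude a stronger signal in Tomato+ cells. The paper reports enrichment at the *Foxf1a* enhancer in the GFP+ population. In the shaded interval, whose placement by eye is uncertain, only Tomato+ replicate 6 had a peak with q at most 0.01. A wider interval, chosen after seeing the values, holds a GFP+ replicate 4 peak just outside the placed ends, with q above 0.01. It holds no peak of GFP+ replicate 3. The paper names *Sema3c* among loci specific to GFP+, whereas all 7 libraries had a peak there.

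The paper reports MEIS motifs as enriched in GFP+ regions, where the adjusted p was 0.115 here; MEIS passed 0.05 against all common regions, within 100 bp of the summit, with equal list lengths and in the paper's own list. With GFP+ regions from a single list, its odds ratio was 1.65 without GFP+ replicate 3 and 1.66 without GFP+ replicate 4. With both replicates at the same limit, q at most 0.01, it was 1.154. GC content was not fully matched in the single lists, at 52.15% against 53.23% and 50.92% against 52.28% in the background. The paper reports TEAD and LHX motifs in Tomato+ regions, where the adjusted p was 0.115 and 0.698 (Fisher's exact test). Among the settings that kept both replicates, both passed only against all common regions, without GC matching. With Tomato+ regions from a single list, the TEAD odds ratio was 1.11 without Tomato+ replicate 6 and 1.27 without Tomato+ replicate 8. With both replicates at the same limit it was 1.036. GC content was again not fully matched in the single lists, at 51.78% against 52.18% and 50.95% against 51.73%. The paper's most enriched combinations join HOX with TALE motifs. With HOX and PBX matches that share no base, a setting chosen after seeing the values, HOX with PBX and TEAD was found in 0 of 8035 GFP+ only sequences. HOX with PBX and NKX was found in 2, and these numbers are too few to test for an excess. With all matches, the same 8 bp can count as HOX and PBX. HOX with PBX and TEAD was then found in 31 sequences, against 11 of 8035 GC-matched common sequences (odds ratio 2.83). HOX with PBX and NKX was found in 15 against 8 (1.88). Against random genome sequences the odds ratios were 1.72 and 0.666.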

Other observations

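Tests on repeated sequence within the list, on the local background and at *Mef2c* were chosen only after the result was seen.

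The 4 libraries can be split into pairs in 3 ways. The real split gave 14023 population-only regions, and the other splits, which pair a GFP+ with a Tomato+ library, gave 13952 and 13448. The real split was the only 1 of the 3 with as many, and for strictly exclusive regions the sums were 1369, 1221 and 1101. With 3 splits no share below 0.05 can be reached, so whether the populations differ more than replicates do cannot be told apart from chance on peak presence alone.

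GFP+ only regions outnumbered Tomato+ only regions by 1.34 to 1 in the main setting and by 1.45 to 1 when each library gave its 30000 strongest peaks, which argues against list length as the cause of the imbalance. Common regions count for both populations, so the imbalance follows from how many regions each replicate pair retained. The GFP+ replicates retained 32673 pairs and the Tomato+ replicates 30617, and they shared 76.9% and 72.0% of their 30000 strongest peaks. The imbalance can therefore not be separated from the closer agreement of the GFP+ replicates. Which peaks rank highest can still depend on depth, and the biological difference between the populations was not tested.

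Blood cells among sorted Tomato+ cells were tested as a source of Tomato+ only regions. Of 11 erythroid genes, 1 had a promoter peak (q at most 0.01) in each Tomato+ library, 1 and 3 in the GFP+ libraries, 5 and 1 in the GFP- libraries and 7 in the Tomato- library. Counting peaks at any threshold, the numbers were 5 and 6 in Tomato+ and 4 and 5 in GFP+. The embryonic globin genes *Hba-x*, *Hbb-bh1* and *Hbb-y* had no peak with q at most 0.01 in any GFP+ or Tomato+ library. The GATA motif was found in 12.7% of Tomato+ only sequences against 12.1% of GC-matched common sequences (odds ratio 1.05, one-sided Fisher's exact test, p = 0.181). At q at most 0.01 the erythroid promoters thus showed no excess in Tomato+, and the GATA difference lay within the counting error. The counts at any threshold leaned the other way, so these results give no sign of blood cells but do not exclude them. Among 5 neural genes, between 3 and 5 had promoter peaks in every library, so that list does not separate the samples. Of 6 endothelial genes, 2 and 3 had promoter peaks in GFP+ and 2 in each Tomato+ library, and of 6 cardiomyocyte genes 2 in each GFP+ library and 3 and 1 in Tomato+ replicates 6 and 8. No gene is on more than 1 list.

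The paper's GFP+ list had 44.0% of its positions on chromosome 1. A general richness of chromosome 1 in GFP+ peaks does not explain it, since 13.8% of GFP+ only regions were there. Repeated sequence is a candidate explanation: 92.2% (95% Wilson confidence interval 89.7-94.2) of the listed positions on chromosome 1 lie in repeated sequence, with a median of 599 copies, against 35.9% (32.5-39.5) on other chromosomes, with a median of 1 copy (odds ratio 21.2, two-sided Fisher's exact test, p = 2.8e-104). In each library peaks in repeated sequence also had a higher chromosome 1 share, with 15.8% as the lowest. HOMER annotated 515 of the 565 positions on chromosome 1 as LTR or LINE elements. Reads from other copies may have been placed there, and the list in single-copy sequence still had a share of 8.71% against 6.39%. Whether the repeats are more open in GFP+ cells was not tested.

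The local background was compared in 34746 windows of 2 kb with peaks in all 7 libraries. In 11 windows both GFP+ libraries were at least 1.5 times above each library of the *Mef2c-Cre;Rosa tdT* line, and in 8 windows both Tomato+ libraries were as far above each library of the Hoxb1-GFP line. In all 19 windows the sort-negative libraries of the same line also lay above each library of the other line, which is consistent with a copy-number difference between the mouse lines. In the 2 windows at *Mef2c* the Tomato- library rose far less than the Tomato+ libraries, which a copy-number difference alone would not give. Of the 20 lowest-numbered positions in the paper's list, 12 lie within 10 kb of the GFP-line windows, against 23 of all 1284; the paper's text does not state the meaning of the numbering.

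At *Mef2c* (chromosome 13, 83522000-83523999), the only window with a ratio of at least 2, the local background was 6.86 times the genome background in Tomato+ replicate 6, 3.32 in Tomato+ replicate 8, 1.59 in Tomato- replicate 7 and at most 1.27 in the Hoxb1-GFP line. Extra copies of the *Mef2c* fragment in the Cre transgene are a candidate explanation. Copies carried by all cells of the line would raise the Tomato- library as much as the Tomato+ libraries, and its median over the neighbouring peaks, 1.575, was below the 6.86 and 3.04 of Tomato+ replicates 6 and 8. This argues against copies as the whole cause, but it rests on 1 Tomato- library, which leaves copies open. Broad opening of this stretch in Tomato+ cells was not tested. Without input DNA and a further Tomato- library, copies and opening cannot be told apart.

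The paper studies *Nppa* and *Nppb* as genes regulated by Hoxb1. The *Nppa* promoter had a peak with q at most 0.01 in both GFP+ libraries and in Tomato+ replicate 6, but in none of the other libraries. The *Nppb* promoter had a peak at any threshold in all 7 libraries, in the top 9.98% and 10.3% of the GFP+ lists and 57.3% and 42.8% of the Tomato+ lists. Its q was at most 0.01 in both GFP+ libraries, GFP- replicate 1 and Tomato- replicate 7, but in neither Tomato+ library. The region there passed the IDR limit in the GFP+ population only. *Tnnt2* had a promoter peak with q at most 0.01 in Tomato+ replicate 6 and Tomato- replicate 7 only.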
